# Metabolic preconditioning in CD4^+^ T cells restores inducible immune tolerance in lupus-prone mice

**DOI:** 10.1172/jci.insight.143245

**Published:** 2021-10-08

**Authors:** Christopher S. Wilson, Blair T. Stocks, Emilee M. Hoopes, Jillian P. Rhoads, Kelsey L. McNew, Amy S. Major, Daniel J. Moore

**Keywords:** Autoimmunity, Transplantation, Autoimmune diseases, Lupus, Tolerance

## Abstract

Autoimmune disease has presented an insurmountable barrier to restoration of durable immune tolerance. Previous studies indicate that chronic therapy with metabolic inhibitors can reduce autoimmune inflammation, but it remains unknown whether acute metabolic modulation enables permanent immune tolerance to be established. In an animal model of lupus, we determined that targeting glucose metabolism with 2-deoxyglucose (2DG) and mitochondrial metabolism with metformin enables endogenous immune tolerance mechanisms to respond to tolerance induction. A 2-week course of 2DG and metformin, when combined with tolerance-inducing therapy anti-CD45RB, prevented renal deposition of autoantibodies for 6 months after initial treatment and restored tolerance induction to allografts in lupus-prone mice. The restoration of durable immune tolerance was linked to changes in T cell surface glycosylation patterns, illustrating a role for glycoregulation in immune tolerance. These findings indicate that metabolic therapy may be applied as a powerful preconditioning to reinvigorate tolerance mechanisms in autoimmune and transplant settings that resist current immune therapies.

## Introduction

Systemic lupus erythematosus (SLE) is an autoimmune disease that is characterized by inappropriate B and T cell collaboration leading to T cell activation and autoantibody production (1). In SLE, pathogenic autoantibodies directed against nuclear antigens collect in the kidney, occlude nephrons, and activate complement to cause nephritis (2, 3). Patients can develop severe kidney damage and may require kidney transplants, which are subject to both recurrent autoimmunity as well as allogeneic rejection, placing patients with SLE at a higher risk of graft dysfunction and loss (4). Studies have indicated that autoreactive effector T cells in SLE partially resist immune regulation, which poses a barrier to immune therapy (5).

In healthy individuals in the absence of immune insult or infection, the majority of T cells remain in an unreactive, naive state. This state is marked by relatively reduced metabolic requirements, fulfilled by low levels of mitochondrially driven oxidative phosphorylation (OXPHOS) to produce ATP (6). Once CD4^+^ T cells become activated, they undergo a metabolic switch to increase OXPHOS and glycolysis (6, 7). These metabolic processes prepare T cells to carry out effector functions by providing precursors for synthesis of macromolecules important for cell function and by regulating homing receptors that retain these CD4^+^ T cells in secondary lymphoid organs. In SLE, there is a seemingly spontaneous increase in activated CD4^+^ T cells. CD4^+^ T cells from murine models and humans with SLE demonstrate exaggerated mitochondrial OXPHOS and glycolysis compared with healthy controls (8, 9). It is unclear whether enhanced CD4^+^ T cell metabolism leads to spontaneous activation or whether heightened metabolism represents the activated state of CD4^+^ T cells actuated via some other mechanism. Nonetheless, enhanced metabolism is functionally related to the pathogenesis caused by CD4^+^ T cells in SLE.

Targeting glycolysis and OXPHOS via 2-deoxyglucose (2DG) and metformin normalized CD4^+^ T cell metabolism and reduced pathogenic CD4^+^ T cells in SLE mouse models (9). Continuous inhibition of glucose metabolism and OXPHOS prevents the production of autoantibodies and the onset of lupus-like disease in a robust animal model of SLE, *B6.Sle1.Sle2.Sle3* (referred to as SLE123 mice for the rest of this manuscript) (9–13). Treatment prompted changes in immunologic phenotypes and ultimately disease pathology; however, this treatment needed to be provided continuously to prevent reemergence of autoreactive processes.

Regulation of cellular metabolism is closely linked to intracellular signaling cascades that are controlled downstream of the T cell receptor (7, 14, 15). Enhanced AKT/mTOR signaling has been described in CD4^+^ T cells from humans and mice with SLE (16–18). This observation demonstrates integrated regulation of signaling and metabolism within CD4^+^ T cells, which likely drives autoimmune effector function. CD45 is a cell membrane phosphatase that plays a prominent role in regulating cell signaling proximal to the antigen receptor in both T cells and B cells. CD45 is functionally aberrant in many forms of autoimmunity, including SLE, leading to abnormal cellular development and function (19–21). Targeting the CD45RB isoform of CD45 with a monoclonal antibody induces tolerance to allografted organs in nonautoimmune prone mice but fails in SLE prone mice, suggesting that these abnormal signals and their downstream effects are key checkpoints in tolerance induction (22–27).

The failure of SLE mice to establish a tolerance-inducing response to treatment may relate to their abnormal metabolic processes, which also have the capacity to modulate signaling by altering ATP availability, calcium flux, reactive oxygen species, and protein function. As such, we interrogated whether altered CD4^+^ T cell metabolism in the SLE background inhibits tolerogenic signaling in response to therapy. We determined that tolerance induction by anti-CD45RB robustly alters metabolic genes in tolerance-permissive B6 mice that led to changes in glucose uptake and mitochondrial function. These changes did not occur in resistant SLE123 mice. Treatment of SLE123 with 2DG and metformin for 2 weeks along with anti-CD45RB enhanced the efficacy of anti-CD45RB and resulted in increased tolerance to allografted islets. Additionally, this 2-week treatment course reduced anti-dsDNA titers and antibody deposition for over 6 months when delivered as a short course to 9-week-old SLE123 mice. Overall, this work demonstrates abnormal metabolism is a potent barrier to immune tolerance that can be modified to allow successful tolerance induction.

## Results

### Anti-CD45RB promotes regulation of the B and T lymphocyte compartment that is resisted in the SLE123 mouse.

We previously established that SLE123 mice resist transplant tolerance induced by a monoclonal antibody (MB23G2) that targets cell surface phosphatase CD45RB (27). Tolerance to transplantation was resisted by SLE123 mice even when the transplanted organ was not the target of recurrent autoimmunity as has also been observed in other autoimmune models (23, 28–30). To rule out the contribution of cellular abnormalities and activation that emerge later in the life of SLE123 mice, we assessed the response of 9- to 12-week-old mice in this study prior to the detection of chronic immune cell activation. Regulation of graft rejection by anti-CD45RB requires mobilization of both the B cell compartment and Tregs (22, 24, 31). A 7-day course of anti-CD45RB treatment indicated a trend toward reduction in B cells in both strains but did not reach statistical significance (Figure 1A). An analysis of B cell subsets by flow cytometry revealed that marginal zone B cells, which are thought to contain a potent regulatory subset, were targeted in the spleen (Figure 1, B and C) (32). Anti-CD45RB treatment leads to a B cell dependent expansion of CD4^+^Foxp3^+^ Tregs to promote long-term tolerance induction (22, 31). We hypothesized that this B cell mobilization would expand CD4^+^Foxp3^+^ Tregs in both SLE123 and B6 mice. An analysis of the Foxp3^+^ and CD25^+^ fractions of the CD4^+^ population revealed expansion of Tregs in both B6 and SLE123 mice following anti-CD45RB therapy (Figure 1, D and E).

### Anti-CD45RB uncovers inappropriate effector responses to tolerogenic signaling.

While expansion of Tregs is important for long-term tolerance in anti-CD45RB treatment, the effector compartment must also be temporarily modulated to facilitate adequate regulation (33, 34). In healthy B6 mice, anti-CD45RB inhibits the germinal center (GC) response and temporarily cripples antibody production (27, 34). In clinical SLE and in the mouse model of disease, there is an expansion of T-follicular helper (Tfh) cells and GC B cells that collaborate to generate autoantibodies that occlude and damage the nephrons of the kidneys. We assessed the ability of anti-CD45RB therapy to modulate this interaction in SLE123 and B6 mice. Surprisingly, administration of anti-CD45RB to young SLE123 mice expanded both Tfh and GC B cells, suggesting that the expanded regulatory cells did not effectively control this process (Figure 2, A–D). In agreement with previous work, anti-CD45RB did not expand either Tfh or GC B cells in B6 mice (34). The expansion of regulatory B and T cell subsets in SLE123 mice along with the concomitant expansion of deleterious effector populations suggested competent regulatory cell targeting by treatment but an abnormal and regulation-resistant effector response. These data agree with previous observations by our lab that SLE123 mice possess functional regulatory cells but have effector cells that respond inappropriately to tolerizing signals (27).

### Anti-CD45RB alters metabolism in CD4^+^ T cells from B6 mice but not SLE123.

We sought to understand how anti-CD45RB modulates the effector compartment, and therefore we compared the transcriptional profile via RNA-Seq of CD4^+^ T cells from B6 and SLE123 CD4^+^ T cells either treated with anti-CD45RB or left untreated. 

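CD4+ T cells were isolated from 12 female mice by negative magnetic sorting, and RNA from each mouse was sequenced as its own library. There were 3 mice in each of 4 groups: B6 treated with anti-CD45RB, B6 left untreated, SLE123 treated with anti-CD45RB and SLE123 left untreated. B6 is the C57BL/6J strain, and SLE123 is a B6 congenic strain that carries the lupus susceptibility regions Sle1, Sle2 and Sle3 of the NZM2410 strain. The course of treatment was 5 injections of 100 μg between day 0 and day 7. The authors had adaptors and low-quality reads removed and the remaining reads mapped to a reference genome. They deposited 1 FPKM value per Ensembl gene and library. It scales the fragments of a gene to the length of its transcript and to the total of fragments counted on genes in the library. The table lists 35275 genes, of which 23230 were above 0 in at least 1 library, and 97.8% of its gene identifiers are in GENCODE release M21 of the GRCm38 genome, from which symbols and coordinates were taken. For 100% of the genes above 0, the FPKM values of the libraries were whole multiples of the value of 1 fragment, so that the number of fragments behind each value could be recovered. The total number of fragments was 13563594 to 16820194 in treated B6 mice (median 16370945), 16093937 to 18087353 in untreated B6 mice (median 16132277), 16837146 to 18843822 in treated SLE123 mice (median 18339201) and 16526707 to 23642949 in untreated SLE123 mice (median 18689169). At these depths, 3 fragments on a transcript of 2000 bases correspond to 0.0634 to 0.111 FPKM, a floor that covers counting error only. The groups were compared on the scale of log2(FPKM + 1) with limma's moderated test, over the 13115 genes with a mean of at least 0.5 FPKM across the 12 mice. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05. Fold changes on this scale understate the change of genes with low FPKM.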

Comparative analysis demonstrated minimal change in SLE123 CD4^+^ T cells treated with anti-CD45RB as compared with untreated SLE123 controls; the response in B6 CD4^+^ T cells was significantly more robust and included multiple genes (Figure 3A; principal component analysis [PCA] in Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.143245DS1). 

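In B6 CD4+ T cells, 1948 of the 13115 genes tested were differentially expressed after anti-CD45RB (n = 3 mice per group), of which 1146 were higher and 802 lower than in untreated mice. In SLE123 CD4+ T cells, 5 genes were differentially expressed, of which 2 were higher and 3 lower. At an unadjusted p-value under 0.05, the counts were 4238 genes in B6 and 1369 in SLE123. When one mouse was left out, they were 3344 to 4024 in B6 and 649 to 3185 in SLE123, the highest without untreated SLE123 replicate 1. The 3 treated and 3 untreated mice did not overlap for 38.0% of the tested genes in B6 and for 19.7% in SLE123, against 10% by chance. Spread between mice of one group was larger in SLE123, with a median residual SD of 0.145 on the log2 scale against 0.087 in B6. In data simulated with the spread of each strain, 66.0% of 200 genes changed by 0.5 on the log2 scale were called with the spread of B6 and 0% with that of SLE123, while a change of 1 was called for 98.0% and 94.5% of them. When all 12 mice shared one estimate of the spread, 815 genes were called in B6 and 53 in SLE123. That fit gave 2768 genes in B6 and 2739 in SLE123 at an unadjusted p-value under 0.05. A shared estimate lies below the spread of SLE123 and above that of B6, so it favours calls in SLE123. The difference between the treatment effects in the 2 strains was tested directly as a strain-by-treatment interaction, which called 478 genes, and 400 of these were also called in B6. In SLE123, 59.4% of the genes called in B6 had a change of the opposite sign, and their median absolute log2 fold change was 0.147 against 0.358 in B6. These genes were selected for their change in B6, which favours a larger value there, and over all genes tested the SD of the log2 fold changes was 0.269 in SLE123 and 0.31 in B6.
The count in B6 moved most when the replicate number was used as a block, a fit that pairs the treated and untreated mice numbered 3 and 5. That fit called 0 genes in B6 (2466 at an unadjusted p-value under 0.05) and 34 for the interaction. In B6 it estimates the effect from these 2 pairs only, so the loss of calls is no evidence against an effect. Deviations from the group means of same-numbered B6 mice had a correlation of -0.117, against 0.034 for B6 mice with different numbers, so same-numbered mice varied no more alike than the others. Liver transcripts such as Alb were present in the 6 B6 libraries and in replicate 1 of the treated SLE123 mice, and at 0 or near 0 in the other 5. Without that SLE123 library, 4 genes were called in SLE123, 2 of them among the 5 above. From the volcano plots in Figure 3A, the paper states that SLE123 CD4+ T cells changed minimally after anti-CD45RB and that the response of B6 CD4+ T cells was more robust.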

Analysis of the responsive genes in B6 CD4^+^ T cells using KEGG terms revealed downregulation of multiple metabolic genes (Figure 3B; Full KEGG and GO analysis in Supplemental Figures 2 and 3). 

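Every one of the 60 genes that Supplemental Figure 1B lists under the downregulated metabolic pathways was found in the table, and each passed the filter on low FPKM. After anti-CD45RB, 59 of the 60 were lower in B6 CD4+ T cells, with a median log2 fold change of -0.27 and a range of -0.58 to 0.06. With adjustment over all genes tested, 46 of them were differentially expressed by limma, and with adjustment over the list alone, 59 were. The authors chose these genes from the same B6 mice, so the count over the list alone is no independent test. The mean of the 60 genes on the log2(FPKM + 1) scale was 4.49 ± 0.014 (SD, n = 3) in treated B6 mice and 4.78 ± 0.034 (SD, n = 3) in untreated B6 mice, and the groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest value that 3 mice against 3 allow). The difference of -0.29 stayed between -0.30 and -0.27 when each mouse was left out in turn. Between mice with the same number, the difference was -0.30 for number 3 and -0.26 for number 5. With the replicate number as a block, 0 of the 60 genes were called over all genes and 17 over the list alone. The median log2 fold change of the list in that fit was -0.27. The mean of 9 T cell marker genes was also lower in the treated B6 mice, by a log2 difference of -0.15, and after it was subtracted in each mouse the list differed by -0.13, again without overlap. Of 10000 random lists of 60 genes matched on mean expression, 0 had a median as low, and 95% of them lay between -0.06 and 0.04, which is no independent test either, as the list was chosen for its fall in these mice. In SLE123 the median of the list was 0.093, and 96.97% of the random lists lay at or below it. From the KEGG analysis of the genes that fell in B6 (Figure 3B), the paper concludes that multiple metabolic genes were downregulated.

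**Figure D1:**
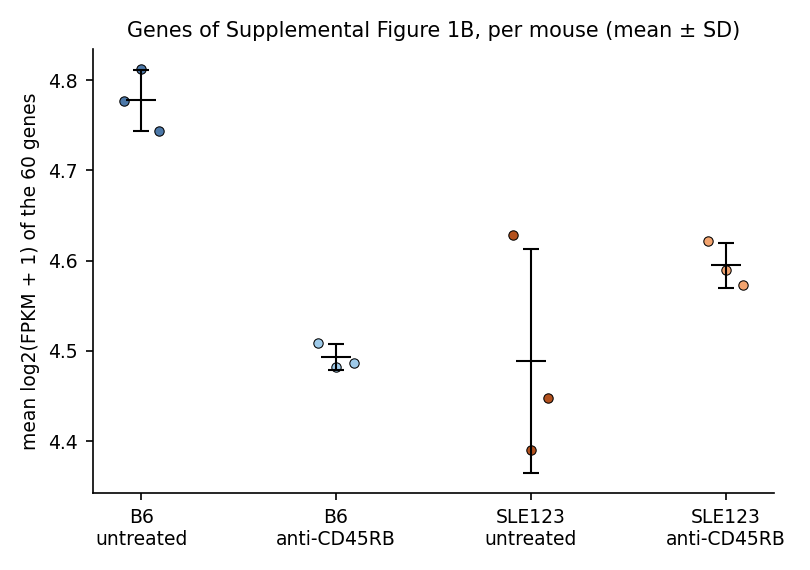
Mean log2(FPKM + 1) of the 60 genes of Supplemental Figure 1B in each mouse (points), with the group mean and SD (bars), for the 4 groups of 3 mice. The treated B6 mice lie below the untreated B6 mice, with means of 4.49 and 4.78, while the SLE123 groups overlap.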

The genes contained in this KEGG pathway included glycolytic and mitochondrial pathways. The glucose-related pathways included N-glycan–linked biosynthesis, inositol phosphate metabolism, and downregulation of nucleotide biosynthesis (Figure 3C). 

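The 60 metabolic genes were grouped into 9 classes by pathway, and the mean of each class was compared between the 3 treated and 3 untreated mice of each strain. In B6 CD4+ T cells, the treated and untreated mice did not overlap in any of these classes (two-sided exact permutation test, p = 0.1 for each, the smallest possible), and the log2 difference was -0.26 for the 4 genes of N-glycan biosynthesis, -0.28 for the 4 genes of inositol phosphate metabolism, -0.20 for the 5 genes of purine synthesis and -0.30 for the 3 genes of pyrimidine metabolism. Among the genes of inositol phosphate metabolism, Inpp1 fell by 0.30 on the log2 scale (standard error 0.051, adjusted p = 0.0132 by limma), from 18.7 ± 0.971 to 15.0 ± 0.426 FPKM (SD, n = 3). Plcb2 and Synj2 were also called, with log2 fold changes of -0.24 and -0.33 and adjusted p-values by limma of 0.0338 and 0.0192. Pik3c2a, with a log2 fold change of -0.23, had an adjusted p-value by limma of 0.0593 and was not called. In SLE123 CD4+ T cells, the same class was higher by 0.28 after treatment, a difference close to the SD of 0.24 between the untreated mice (two-sided exact permutation test, p = 0.2).

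**Figure D2:**
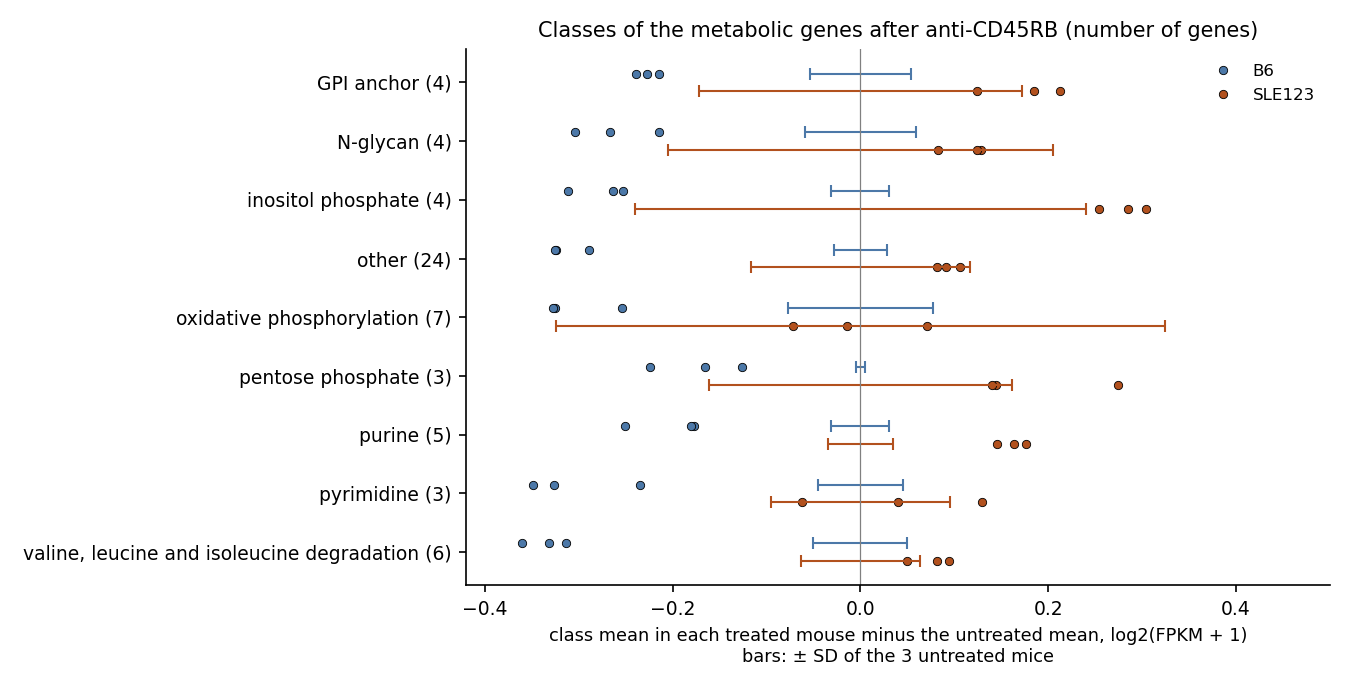
Mean log2(FPKM + 1) of each class of metabolic genes in each treated mouse, minus the mean of the untreated mice of the same strain (points), with the SD of the 3 untreated mice (bars). Every point of B6 lies below 0 and outside the bar of its class. In SLE123 the sign of the pyrimidine and oxidative phosphorylation classes depends on how the libraries are scaled.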

Downregulation of mitochondrial processes, such as the breakdown of valine, leucine, and isoleucine important for mTOR signaling and fueling the Krebs cycle, was also observed. 

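The 6 listed genes of valine, leucine and isoleucine degradation (Acaa2, Aldh6a1, Ehhadh, Hibch, Mccc1 and Mccc2) encode enzymes assigned to the breakdown of these amino acids. All 6 were lower in treated than in untreated B6 mice, with log2 fold changes of -0.47 to -0.24, and 4 were called by limma. Mccc2 had the largest change: it fell from 6.62 ± 1.11 to 4.48 ± 0.343 FPKM (SD, n = 3), a log2 fold change of -0.47 (standard error 0.113, adjusted p = 0.0374 by limma). Ehhadh fell from 6.06 ± 0.383 to 4.41 ± 0.0152 FPKM (SD, n = 3), a log2 fold change of -0.38 with a standard error of 0.067 and an adjusted p-value of 0.0148 by limma. Acaa2, which lies on chromosome 18, was the most abundant of the 6, at 41.3 ± 0.816 FPKM (SD, n = 3) in untreated B6 mice and 35.0 ± 1.67 after treatment (adjusted p = 0.0163 by limma). Aldh6a1 and Mccc1 were lower with adjusted p-values of 0.0534 and 0.0552 by limma and were not called.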

Importantly, there was downregulation of genes associated with mitochondrial OXPHOS. 

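The list holds 7 genes of oxidative phosphorylation, which are all encoded on the mitochondrial chromosome. Their mean was lower by 0.30 on the log2 scale in treated B6 mice, without overlap between the groups (two-sided exact permutation test, p = 0.1, n = 3 per group), and each of the 7 was called by limma in B6 after adjustment over all genes. The gene mt-Co1, a subunit of Complex IV, fell from 3429 ± 148 to 2758 ± 65.4 FPKM (SD, n = 3), a log2 fold change of -0.31 (standard error 0.048, adjusted p = 0.00954 by limma). A near-identical nuclear copy covers 31.3% of its length, which makes its FPKM less certain. For mt-Nd1, a subunit of Complex I, the log2 fold change was -0.18 (standard error 0.033, adjusted p = 0.0178 by limma). Over all 13 protein-coding genes of the mitochondrial chromosome, the mean was lower by 0.20 in treated B6 mice, from 6.74 ± 0.05 to 6.54 ± 0.039 (SD, n = 3). In SLE123 mice the mean of the 13 genes differed by -0.016 (two-sided exact permutation test, p = 0.9), and this sign reversed to 0.15 when FPKM was rescaled to TPM. The effects in the 2 strains were not separated by permuting treatment within strains, with a difference of 0.297 for the 7 genes of oxidative phosphorylation (exact permutation test, p = 0.22, adjusted p = 0.22 over 9 classes) and of 0.186 for the 13 genes (p = 0.34).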

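Outside the glucose-related and mitochondrial pathways named by the paper, the 60 metabolic genes include 24 genes of other pathways and 4 genes of the synthesis of glycosylphosphatidylinositol anchors. All 24 were lower in B6 after anti-CD45RB, and 20 of them were called by limma. One of the larger falls was that of Ggt5, a gamma-glutamyltransferase gene on chromosome 10 from 75589340 to 75617200 (GRCm38): it had 14.2 ± 0.407 FPKM (SD, n = 3) in untreated and 9.18 ± 0.58 FPKM in treated B6 mice, a log2 fold change of -0.58 (standard error 0.059, adjusted p = 0.00233 by limma). In SLE123 mice Ggt5 had a log2 fold change of 0.11 (standard error 0.215, adjusted p = 0.853). Gpam fell in B6 from 3.72 ± 0.766 to 2.21 ± 0.184 FPKM (SD, n = 3), by 0.54 on the log2(FPKM + 1) scale (standard error 0.131, adjusted p = 0.0363) and by 0.71 with a pseudocount of 0.1, B3galt6 by 0.40 (standard error 0.092, adjusted p = 0.031) and Idh2 by 0.18 (standard error 0.034, adjusted p = 0.0177), all by limma. St3gal1, which adds sialic acid to O-linked glycans, was lower without being called, with a log2 fold change of -0.20 (standard error 0.082, adjusted p = 0.149). Of the 4 anchor genes, Pigk, Pigl and Pigo were called and Pigm was not (adjusted p = 0.0644 by limma). In SLE123 CD4+ T cells, 46 of the 60 genes were higher and 14 lower after treatment, and 0 were called, with 8 at an unadjusted p-value under 0.05. This split depended on the scaling, with 59 higher and 1 lower after rescaling to TPM and 39 higher and 21 lower without immunoglobulin genes.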

The full gene list can be found in Supplemental Figure 1B.

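The list holds 3 genes of the pentose phosphate pathway (H6pd, Prps2 and Pgm2) and 4 genes of N-glycan biosynthesis (Man2a1, Man2a2, Mgat4a and Stt3b). In B6 CD4+ T cells, H6pd fell from 14.6 ± 0.278 to 12.0 ± 0.301 FPKM (SD, n = 3), a log2 fold change of -0.26 (standard error 0.044, adjusted p = 0.0139 by limma). Prps2 fell from 32.9 ± 1.07 to 26.3 ± 1.5 FPKM (SD, n = 3), a log2 fold change of -0.32 (standard error 0.051, adjusted p = 0.0115 by limma). Among the N-glycan genes, Man2a2 had a log2 fold change of -0.36 (standard error 0.057, adjusted p = 0.0105) and Stt3b one of -0.26 (standard error 0.046, adjusted p = 0.0164), while Mgat4a and Man2a1 were lower with adjusted p-values of 0.0878 and 0.115 by limma and were not called. Man2a2 had 37.5 ± 1.98 FPKM (SD, n = 3) in untreated and 28.9 ± 1.73 FPKM in treated B6 mice.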

Reduction in transcription of genes in the pentose phosphate and N-glycan–linked biosynthesis pathways suggest alterations in glucose metabolism. We predicted that this change would lead to a decrease in glucose uptake among CD4^+^ T cells from B6 mice treated with anti-CD45RB. Analysis of isolated splenic CD4^+^ T cells revealed a reduction in glucose uptake among CD4^+^ T cells in B6 mice treated with anti-CD45RB, as measured by the uptake of fluorescent glucose analog 2-NBDG (Figure 3, D and E). In agreement with their resistance to transcriptional changes, SLE123 CD4^+^ T cells treated with anti-CD45RB resisted downregulation of glucose uptake (Figure 3, D and E). We did not observe differences in the rate of glycolysis or expression of glucose transporter Glut1 after anti-CD45RB, as measured by the extracellular acidification rate (Supplemental Figure 1, C and D). This observation was unsurprising as most cells were naive CD4^+^ T cells that utilize glycolysis sparingly (35).

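In SLE123 mice, none of the genes assigned to the pentose phosphate, N-glycan and inositol phosphate classes was called by limma after anti-CD45RB, and the smallest adjusted p-value among them was 0.466. The class means were higher in treated than in untreated SLE123 mice by 0.19 for the pentose phosphate genes and by 0.11 for the N-glycan genes on the log2 scale, which exact permutation tests did not separate from chance (p = 0.3 and p = 0.7, n = 3 per group). The difference between the effects in SLE123 and in B6 was tested by permuting treatment within each strain over 400 relabelings, of which 0.005 is the smallest p-value possible. It was 0.36 for the pentose phosphate class (exact permutation test, p = 0.015, adjusted p = 0.027 over 9 classes), 0.37 for the N-glycan class (p = 0.035, adjusted p = 0.0394) and 0.56 for the inositol phosphate class (p = 0.01, adjusted p = 0.0225). The authors chose the list because it fell in these B6 mice, which favours a higher change in SLE123 in each of these tests.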

RNA-Seq analysis revealed changes in nonlactate-producing glucose utilization pathways. These data indicate that a decrease in glucose uptake was most likely related to decreased demand via nucleotide precursor biosynthesis pathways and protein glycosylation. Untargeted metabolomics analysis of anti–CD45RB-treated CD4^+^ T cells from B6 mice affirmed the role of this nucleotide pathway, revealing a 16-fold increase in 6,8-dihydroxypurine (Supplemental Figure 1E). This covalently modified purine is often indicative of DNA damage and is characteristic of cells with depleted nucleotide precursors (36). Additionally, there was a marked reduction of nucleosides inosine and guanosine, which are produced downstream of the pentose phosphate pathway (Supplemental Figure 1E). The untargeted mass spectrometry data correlate well with the RNA-Seq data from anti–CD45RB-treated CD4^+^ T cells that indicate the downregulation of the pentose phosphate pathway, which is responsible for supporting nucleotide biosynthesis in naive CD4^+^ T cells.

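In B6 CD4+ T cells, the mean of the 3 listed pentose phosphate genes was lower by 0.17 on the log2 scale after anti-CD45RB, at 4.18 ± 0.049 in treated and 4.35 ± 0.005 in untreated mice (SD, n = 3, two-sided exact permutation test, p = 0.1, the smallest possible). This mean includes the gene that GENCODE M21 names Pgm2, on chromosome 5, whose log2 fold change in B6 was 0.06 (standard error 0.047, adjusted p = 0.432 by limma), the only rise among the 60 metabolic genes. The gene that GENCODE M21 names Pgm1 lies on chromosome 4 and carried the symbol Pgm2 in earlier mouse nomenclature. It fell from 13.0 ± 0.897 to 10.3 ± 0.353 FPKM (SD, n = 3), a log2 fold change of -0.31 (standard error 0.062, adjusted p = 0.023 by limma).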

Among the mitochondrial-targeted genes modulated, we identified changes in valine, leucine, and isoleucine metabolism, which are important metabolic contributors to the Krebs cycle. 

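The mean of the 6 listed genes of valine, leucine and isoleucine degradation was 2.901 ± 0.023 in treated and 3.236 ± 0.05 in untreated B6 mice (SD, n = 3, log2 scale), the largest difference of the 9 classes at -0.34. In SLE123 mice the means were 2.972 ± 0.022 and 2.897 ± 0.063 (SD, n = 3), a difference of 0.08 (two-sided exact permutation test, p = 0.2). The effects in the 2 strains differed by 0.41 (exact permutation of treatment within strains, p = 0.01, adjusted p = 0.0225 over 9 classes), a test that is favoured by the choice of the genes for their fall in B6. Under the other scalings of the libraries that were tried, the difference was -0.38 to -0.32 in B6 and 0.03 to 0.26 in SLE123. Ehhadh had a log2 fold change of 0.28 in SLE123 (standard error 0.108, adjusted p = 0.466 by limma), opposite in sign to its change in B6.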

Additionally, we identified downregulation of genes associated with Complex I (MT-ND5, MT-ND6, MT-ND2, and MT-ND4) and Complex III (MT-CYTB) of the mitochondria (Supplemental Figure 1B). 

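The 4 Complex I genes and mt-Cytb were each lower in treated than in untreated B6 mice, and each was called by limma. The gene mt-Nd5 (positions 11742 to 13565 of the mitochondrial chromosome, GRCm38) fell from 614 ± 58.7 to 440.0 ± 29.8 FPKM (SD, n = 3), a log2 fold change of -0.48 (standard error 0.077, adjusted p = 0.0114). For mt-Nd6 (13552 to 14070) the fall was from 480.4 ± 47.2 to 358 ± 24.8 FPKM, a log2 fold change of -0.42 (standard error 0.081, adjusted p = 0.0197). For mt-Nd2 (3914 to 4951) it was from 735 ± 13.6 to 611 ± 12.2 FPKM, a log2 fold change of -0.27 (standard error 0.032, adjusted p = 0.00412). For mt-Nd4 (10167 to 11544) it was from 406 ± 26.4 to 349 ± 2.52 FPKM, a log2 fold change of -0.21 (standard error 0.048, adjusted p = 0.0287). For mt-Cytb (14145 to 15288) it was from 1481 ± 94.0 to 1251 ± 42.2 FPKM, a log2 fold change of -0.24 (standard error 0.054, adjusted p = 0.0297). In SLE123 mice 0 of the 5 genes were called and 1 had an unadjusted p-value under 0.05, with log2 fold changes of -0.36 for mt-Nd6, -0.04 for mt-Nd2, -0.01 for mt-Nd4, -0.03 for mt-Cytb and 0.40 for mt-Nd5. Untreated SLE123 mice varied widely in these genes, with an SD of 230.2 FPKM around a mean of 512 FPKM for mt-Nd5.
The mouse nuclear genome holds near-identical copies of part of the mitochondrial chromosome, and reads that fit both places can be lost or split in counting. An alignment of the annotated transcripts at 98% identity or more found a nuclear copy on chromosome 1 that covers 63.6% of mt-Nd4, so its FPKM is uncertain, and none for mt-Nd5, mt-Nd6, mt-Nd2 and mt-Cytb. The genes mt-Nd5 and mt-Nd6 overlap at their ends on opposite strands, so fragments there cannot be assigned with certainty if the counting ignored strand.

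**Figure D3:**
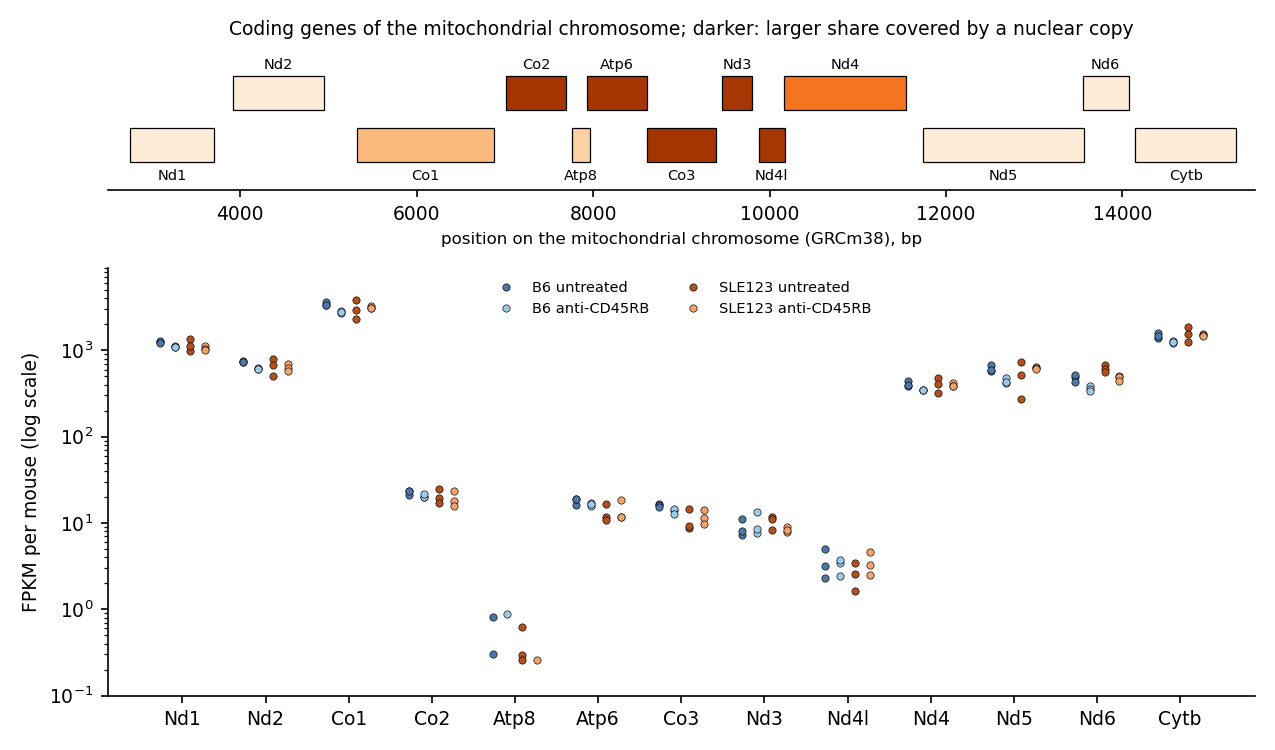
Upper panel: the 13 protein-coding genes on the mitochondrial chromosome (GRCm38 position in bp), shaded by the percentage of their length covered by a nuclear copy. Lower panel: FPKM of each gene in each mouse on a log scale, with values listed at 0 left out (mt-Atp8). For the 5 genes named in the text, the treated B6 mice lie below the untreated ones.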

MitoTrackerCMXRos, which accumulates in the inner membrane of the mitochondria in response to increased membrane potential (Δψ), was used to measure changes in mitochondria function. B6 anti–CD45RB-treated CD4^+^ T cells possessed heightened mitochondrial membrane potential (hyperpolarized) compared with controls. SLE123 T cells presented with decreased Δψ in response to anti-CD45RB, indicating a divergent response as compared with B6 (Figure 3, F and G).

In times of nutrient deficiency and mitochondrial dysfunction, mitochondrial maintenance through mitophagy is reduced, leading to large fused mitochondria (37). To assess the emergence of enlarged mitochondria with anti-CD45RB treatment, mitochondrial mass was analyzed via MitoTracker Green, which labels mitochondria regardless of the membrane potential, via flow cytometry. Mitochondrial size was increased in B6 CD4^+^ T cells treated with anti-CD45RB, but no such change occurred in SLE123-treated mice (Supplemental Figure 1, F and G). 

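The RNA-Seq part of this comparison between strains was tested on the 60 metabolic genes as 1 score per mouse. The effect of anti-CD45RB on their mean was -0.29 on the log2 scale in B6 mice and 0.11 in SLE123 mice, a difference between strains of 0.39 (exact permutation of treatment within strains, 400 relabelings, p = 0.02). In SLE123 mice alone, the mean was 4.595 ± 0.025 in treated and 4.489 ± 0.124 in untreated mice (SD, n = 3), and the groups overlapped (two-sided exact permutation test, p = 0.4). The difference between strains was 0.34 to 0.61 under the other scalings of the libraries that were tried, with p-values of the exact permutation of 0.015 to 0.03, and 0.34 to 0.46 when each of the 12 mice was left out in turn. The scaling with the p-value of 0.03, without immunoglobulin genes, was chosen after the immunoglobulin values were seen. The difference between strains was 0.38 without the treated SLE123 mouse whose library held liver transcripts (exact permutation, p = 0.02). Gene by gene, the strain-by-treatment interaction was called by limma for 8 of the 60 genes with adjustment over all genes tested and for 42 with adjustment over the list alone, all 42 with the higher change in SLE123. These counts were 1 to 37 and 18 to 52 when one mouse was left out, and 0 and 0 with the replicate number as a block. The authors chose the list because it fell in these B6 mice, which favours a higher change in SLE123, so these tests between strains are not independent of that choice. The mean of 9 T cell marker genes moved in the same directions, by -0.153 in B6 and by 0.107 in SLE123, where its groups overlapped. Its effects differed between strains by 0.261 (exact permutation of treatment within strains, p = 0.035, adjusted p = 0.0875 over the marker sets). Part of the difference of 0.39 may thus be shared with T cell genes in general. How much is specific to the list was not tested. Untreated mice of the 2 strains also differed: the mean of the 60 genes was lower by 0.29 in untreated SLE123 than in untreated B6 mice, without overlap (two-sided exact permutation test, p = 0.1, n = 3 per group). The size of this difference depended on the scaling, as the median log2 fold change of the 60 genes was -0.22, but -0.60 with TPM and -0.12 without immunoglobulin genes, where 18 of the 60 were higher in SLE123. The untreated B6 libraries held liver transcripts and the untreated SLE123 libraries did not.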

Overall, these data demonstrate that anti-CD45RB targets both glucose and mitochondrial metabolism in B6 mice; this metabolic shift is resisted by SLE123 CD4^+^ T cells.

### Anti-CD45RB targets metabolic genes through a CREB/ATF-1 pathway component that is sensitive to cyclosporine A.

We utilized the TRANScription FACtor (TRANSFAC) database to determine the transcription factors responsible for regulation of these metabolic genes in response to anti-CD45RB to further define the mechanism and to potentially find a druggable transcription factor to target in SLE123 mice (38). This analysis revealed that changes in the CREB pathway including CREBP1 and ATF-1 (a transcription factor with similar structure and function to CREB) may be responsible for this change (Figure 4A). To determine whether anti-CD45RB modulated CREB or ATF-1, we isolated CD4^+^ T cells from B6 and SLE123 mice treated with anti-CD45RB or left untreated. We then isolated the nuclei of purified CD4^+^ T cells and stained for total CREB and total ATF-1. We did not detect an increase in the nuclear localization of ATF-1 or CREB (Figure 4B). The activity of CREB can be modulated by a class of CREB-regulated transcriptional coactivators (CRTCs) that are sequestered outside of the nucleus by the activity of salt-inducible kinase (SIK) (39). Calcineurin, the target of cyclosporine A, dephosphorylates these CRTCs and allows them to translocate to the nucleus and interact with CREB (Figure 4E). CD4^+^ T cells from B6 mice were incubated with anti-CD45RB (20 μg/mL) over a course of time with or without cyclosporine A. Only CD4^+^ T cells that were stimulated with anti-CD45RB in the absence of cyclosporine A demonstrated decreases in CRTC phosphorylation (Supplemental Figure 4, A and B). Based on these data, we hypothesized that treatment with anti-CD45RB would induce CRTC translocation in CD4^+^ T cells. Isolation of nuclei from CD4^+^ T cells of B6 or SLE123 stimulated with anti-CD45RB for 15 minutes indicated that CRTC2 only translocated to the nucleus in B6 CD4^+^ T cells, not in SLE123 T cells (Figure 4, C and D, and Supplemental Figure 4C). The signaling studies affirmed the relationship of the metabolic abnormalities to a cyclosporine A–sensitive pathway, which is also a requisite for tolerance induction by anti-CD45RB (40). Based on these data, we hypothesized that blocking the activity of calcineurin and, by extension, CRTC, translocation to the nucleus would inhibit metabolic changes induced by anti-CD45RB. B6 mice were treated with cyclosporine A and anti-CD45RB, and glucose uptake and mitochondrial Δψ were measured via flow cytometry (Figure 4, F and G). Cyclosporine A prevented changes in metabolism induced by anti-CD45RB, suggesting a mechanistic association with tolerance induction. In addition to its role in regulation of CRTCs and the CREB pathway, calcineurin also dephosphorylates the nuclear factor of activated T cells (NFAT) to allow nuclear activity of this protein. NFAT has also been implicated in the control of immune regulation and metabolism (7, 26, 41–44). We assessed whether NFAT contributed to the metabolic changes induced by anti-CD45RB. We utilized the NFAT-specific competitive peptide, VIVIT, to inhibit the ability of calcineurin to activate NFAT (45, 46). The specificity of this peptide inhibitor left the broader phosphatase activity of calcineurin intact. Treatment of CD4^+^ T cells from B6 mice with VIVIT and anti-CD45RB together did not inhibit the metabolic changes characteristic of anti-CD45RB therapy, making it unlikely that NFAT is the major target for anti–CD45RB-induced metabolic changes in T cells (Figure 4, F and G).

Simultaneous delivery of anti-CD45RB and calcineurin inhibitor cyclosporine A inhibits induction of transplantation tolerance in murine models (40). This pathway appears to regulate metabolic shifts through modulation of CREB/CRTCs, which are known to be dysregulated in SLE123, rather than NFAT. Unfortunately, there is no evident approach to restore normal CRTC activity therapeutically.

### Extracellular glycosylation and CD45RB expression patterns on CD4^+^ T cells are altered in SLE123 mice.

The CREB and CRTC signaling pathways are strongly controlled by glucose and the activity of metformin target AMPKa, and in turn AMPKa regulates both mitochondrial and glucose metabolism (39). Additionally, the trafficking, surface expression, and protein-protein interactions of the CD45 protein are heavily regulated by glycosylation and its expression is required for anti-CD45RB activity (47, 48). We hypothesized that surface expression of CD45RB in SLE123 mice may be deficient in response to changing T cell metabolism, thus preventing binding of the therapeutic antibody. We assessed cell surface expression of CD45RB on CD4^+^ T cells from B6 and SLE123 mice. CD45RB on the surface of SLE123 CD4^+^ T cells was decreased compared with B6 CD4^+^ T cells (Figure 5, A and B). Interestingly, we did not detect a decrease in pan-CD45 expression on CD4^+^ T cells in SLE123 mice (Figure 5, A and B). CD45 contains several domains, of which the intracellular domain controls cellular signaling and cytoskeletal interactions. The extracellular domain is composed of a region of fibronectin repeats that is heavily N-glycosylated and an alternatively spliced region that is heavily O-glycosylated (47). Alternative splicing imparts unique functionality on each individual CD45 isoform (20, 49). The therapeutic antibody targets the B segment of the alternatively spliced region. The binding of therapeutic aCD45RB is dependent on proper glycosylation and end sialylation (Figure 5C). We tested whether lectins that bind and block specific glycosylation motifs would block the binding of aCD45RB. Indeed, only those lectins that blocked α-2,3–linked sialylation and O-glycosylation inhibited the binding of anti-CD45RB (Supplemental Figure 5). We determined whether altered metabolism in CD4^+^ T cells from SLE123 altered the cell surface levels of O-glycosylation and sialylation. Utilizing fluorescently tagged Maackia amurensis lectin II (MALII) to detect α-2,3–linked sialylation and Jacalin to detect O-glycosylation, we determined that SLE123 CD4^+^ T cells possessed reduced surface levels of both (Figure 5, D and E). In turn, we noted an increase in global CD4^+^ T cell N-glycosylation in SLE123, using FITC-labeled lectin Phaseolus vulgaris leucoagglutinin (PHA-L) (Figure 5, D and E). We also noted binding of an antibody that detects desialylated CD45RB, and an activated glycoform of CD43 (1B11) was increased, further affirming a shift in post-translational modification of CD45RB (Figure 5F) (50). We predicted these changes would decrease binding of anti-CD45RB to the surface of SLE123 CD4^+^ T cells. We incubated splenocytes with anti-CD45RB or an isotype control antibody and utilized a fluorescently tagged anti–Rat IgG2a to detect its presence on the surface of CD4^+^ T cells. We noted decreased binding of anti-CD45RB on the surface of CD4^+^ T cells in SLE123 CD4^+^ T cells compared with B6 CD4^+^ T cells (Figure 5, G and H). Taken together, these data suggest that modifications in intracellular metabolism alters the glycosylation patterns and expression of therapeutic target CD45RB, which may then prevent tolerance induction and may also reflect a general change in protein trafficking and expression.

### 2DG and metformin combination treatment improves anti-CD45RB binding, restores metabolic modulation, and eliminates pathogenic cell subsets.

We hypothesized that metabolic modulation would normalize glycosylation to restore the binding of anti-CD45RB. Because glycosylation is driven by both glucose metabolism and OXPHOS and both processes are abnormal in SLE123 mice, we treated SLE123 and B6 mice with the competitive glycolysis inhibitor 2DG and OXPHOS inhibitor metformin via their drinking water for 2 weeks. Analysis of treated mice revealed improvement in anti-CD45RB binding on SLE123 CD4^+^ T cells (Figure 6, A and B). Additionally, there was a reduction in binding of the antibody (1B11) that detects desialylated CD45 as well as the activated glycoform of CD43 (Figure 6C).

After determining that metabolic modulation restores the ability of anti-CD45RB to bind CD4^+^ T cells in SLE123, we hypothesized that this change would be sufficient to restore responsiveness to anti-CD45RB as observed in B6 mice. Mice were treated with 2DG and metformin in their drinking water 7 days before beginning a standard course of anti-CD45RB; the metabolic treatment was continued until the end of the anti-CD45RB treatment course (Figure 6D). We determined that metabolic therapy in combination with anti-CD45RB restored regulation of metabolism. CD4^+^ T cells from SLE123-treated mice displayed reduced glucose uptake, increased mitochondrial mass, and mitochondrial membrane potential, similar to B6 mice (Figure 6, E and F). We predicted this restoration of metabolic modulation would also correct the expansion of pathologic cell subsets seen in SLE123 with anti-CD45RB alone. Assessment of Tfh cells and GC B cells by flow cytometry revealed reduction in both subsets after treatment with metabolic modulation plus anti-CD45RB (Figure 6, G and H). As previously demonstrated (Figure 2, A–D), anti-CD45RB alone exacerbates these pathologic cell subsets. These data suggest that proper cellular metabolism and responsiveness are prerequisites for the therapeutic application of anti-CD45RB.

### Metabolic therapy combined with anti-CD45RB reduces lupus pathology and promotes allograft acceptance.

We hypothesized that this triple therapy would correct faulty tolerance mechanisms in SLE123 mice. To assess this hypothesis, we utilized the same 2-week triple therapy in 9-week-old SLE123 mice (Figure 7A). Six months after the initial 2-week intervention, approximately 50% of SLE123 mice demonstrated an overall reduction in IgG deposition in the kidneys as scored by fluorescence staining (Figure 7, B and C). Additionally, there was a reduction in overall circulating anti-dsDNA IgGs in mice treated with the single course of triple therapy (Figure 7D). Mice transplanted with C3H islets and treated with the triple therapy demonstrated improved islet survival and long-term graft acceptance compared with anti-CD45RB alone (Figure 7E). Overall, these results demonstrate that metabolic inhibition coupled with signaling driven by anti-CD45RB improves tolerance and disease outcome in SLE123 mice.

## Discussion

This study reveals a critical role for metabolism as a modifiable barrier to T cell tolerance induction in SLE123 mice. The importance of glucose and mitochondrial metabolism in T cell function has been borne out repeatedly in murine and human studies, but whether targeting metabolism is simply immune suppressive or fundamentally alters the capacity for immune tolerance induction has not been established. During T cell activation, OXPHOS increases and is required for efficient and complete activation (7). Similarly, during activation and effector function, glucose is shunted to the glycolytic pathway, a phenomenon termed the Warburg effect (6). This metabolic switch allows for byproducts and intermediates of glycolysis to be utilized for cell division and production of molecules for proper effector function. CD4^+^ T regulatory cells are thought to utilize lipids and mitochondrial OXPHOS to mediate their function, although studies are emerging that challenge that paradigm (51–53). This putative difference allows the use of metabolic inhibitors to target effector metabolism while leaving Treg metabolism and function mostly intact.

Our results demonstrate that metabolism is a fundamental target of tolerance-inducing therapy and, hence, changes in the metabolic condition of T cell targets form a barrier to successful immune therapy. Specifically, abnormal metabolism in SLE123 mice leads to alteration of the glycoprotein structure of CD4^+^ T cells. In CD4^+^ T cells from SLE123 mice, N-glycosylation was increased and both O-glycosylation and α-2,3–linked sialylation were decreased. CD45 is a heavily edited molecule both via splicing and differential O- and N-glycosylation. These modifications are of particular importance to anti-CD45RB therapy, as this clone (MB23G2) reacts specifically with a sialylated moiety located on an O-glycosylated portion of CD45RB (54). Enhanced N-glycan branching potentially inhibited the ability of our therapeutic antibody to bind to its target. Previous literature indicates that SLE123 CD4^+^ T cells demonstrate enhanced glucose metabolism (9). This enhanced metabolism could lead to changes in the glycosylation of CD45, CD25 (IL2RA), or cell-adhesion molecules like CD2 and CD48, due to the availability of N-glycan precursors. Because many proteins depend on glycosylation for their normal function, changes in glycosylation will impact intracellular processes as well as cell-cell interactions that are important for normal T cell function. T cells derived from samples from patients with SLE also confirm these altered glycosylation patterns (55).

Studies in healthy B6 mice indicated that tolerance-inducing therapy anti-CD45RB targeted and downregulated both glucose and mitochondrial metabolism. SLE123 did not experience this same modulation, presumably because of the inability of anti-CD45RB to bind and induce an appropriate signal. How treatment with anti-CD45RB modulates signaling to induce tolerance is not known despite its extensive track record in transplantation in mice and nonhuman primates (23, 56, 57). The role of mTOR and AKT signaling has not been fully understood in transplant tolerance induced by anti-CD45RB. Even though we observed changes in components important for mTOR signaling, we did not observe changes in mTOR signaling in T cells after anti-CD45RB (data not shown). Neither did we observe enhanced mTOR signaling as has been previously reported. Our analysis was conducted at a much earlier age than what has been reported; therefore, it remains possible that such differences could be provoked under the right conditions or that the differences at a young age are too small to detect with the methods we employed.

The opportunity to compare tolerance-sensitive and resistant animals on the same overall genetic background presented a new avenue to resolve anti-CD45RB signaling. The ability of anti-CD45RB to induce tolerance in CD4^+^ T cells has been known to rely on a cyclosporine-sensitive pathway (40). While this prior evidence would suggest that NFAT is the target of anti-CD45RB, use of a specific peptide inhibitor of NFAT did not prevent metabolic changes induced by anti-CD45RB. Evaluation of the RNA-Seq data revealed the metabolic pathways modified by anti-CD45RB are targets of the CREB/ATF-1 transcription pathway. Anti-CD45RB may induce the nuclear localization of CREB/ATF-1 cofactors of transcription (CRTC2) by dephosphorylating it, as suggested by our data. This dephosphorylation is regulated by calcineurin, which is also a target of cyclosporine A. CREB abnormalities have been extensively documented in SLE123 mice, including reduced activity and abnormal function of the CREB- and cAMP-responsive element binding modulator (CREM), an alternative splicing isoform of CREB with capacity to inhibit CREB transcriptional activity (58). Additionally, abnormal nuclear activity of CamKIV in T cells from patients with lupus leads to binding of CREM to the IL-2 promoter, inhibiting transcription of this gene (59, 60). This interaction leads to abnormal T cell function and possible Treg abnormalities; further studies are needed to determine how the large CREB network controls immune tolerance decisions.

This work demonstrates that metabolism plays an important role in regulating cell surface proteins important for proper T cell function. This observation has implications not only for intrinsic cellular function but also for cell-cell communication, which is essential for immune regulation. In a broader sense this study demonstrates that targeting metabolism provides a window for tolerance to be established. While studies are focusing largely on utilizing therapeutics that target metabolism singly, effectively providing immune suppression by limiting access to nutrients, it may be important to investigate combining metabolic therapies with other immune therapies to improve their efficacy. Metabolism plays important roles in regulation of other extracellular molecules currently targeted by immune therapy in autoimmune disease in autoimmunity and transplant, including CD40, CD20, CTLA-4, CD25, and CD3. Additionally, metabolites can alter intracellular signaling processes via production of reactive-oxygen species or regulation of biomolecules that participate in signaling pathways. This interaction highlights the need to understand the metabolic state of targets cells to determine the best immune therapy or whether “metabolic preconditioning” is required for maximum effectiveness.

Phenotypic analysis of anti–CD45RB-induced cell phenotypes in SLE123 and B6 mice illustrate several important phenomena characteristic of effective versus ineffective tolerogenic responses. First, it has been clearly demonstrated that metabolic inhibition facilitates a reduction in the GC response in lupus (9, 11, 12, 61–63). Our data indicate that normally tolerogenic signaling exacerbates pathologic cell subset expansion on the SLE123 background even in young mice prior to the spontaneous emergence of this disease-associated phenotype. Thus, therapy that drives tolerance during normal immunity may enhance autoimmunity unless the system is preconditioned with a metabolic modulatory therapeutic. Second, mitochondrial hyperpolarization in immune cells is a feature of both murine and human lupus (16, 64). This hyperpolarization seems to be caused by chronic activation and production of metabolic byproducts such as reactive-oxygen species. When considering how to intervene with metabolic therapy in the future, we must carefully study whether long-term metabolic therapy may exacerbate the already metabolically taxed state of immune cells in lupus or whether it may prevent hyperactivation and quell metabolic strain by reduction of nutrient utilization in immune cells. Our study presents an alternative strategy in which a tolerizing therapy is combined with a brief metabolic intervention to provide lasting protection. Future studies need to consider whether these short windows of metabolic intervention coupled with immune therapy should be repeated to provide maximal protection from symptomatic relapse.

## Methods

### Animals.

C3H (C3H/HeJ), SLE123(B6;NZM-*Sle1^NZM2410/Aeg^ Sle2^NZM2410/Aeg^ Sle3^NZM2410/Aeg^*/LmoJ), and B6 (C57BL/6J) were purchased from The Jackson Laboratory. SLE123 mice were developed by Edward Wakeland (13). Mice were housed in a specific-pathogen–free facility at Vanderbilt University.

### Isolation of CD4^+^ T cells and RNA-Seq analysis.

CD4^+^ T cells were isolated by negative magnetic cell sorting (MACS) from 9-week-old SLE123 or B6 mice, rendering a purity of approximately 98% CD4^+^ T cells. CD4^+^ T cells were further sorted into CD25^+^ and CD25^–^ via positive selection. These cells were frozen and sent to Novogene where they were sequenced, and bioinformatic analysis was carried out on the resulting data. Briefly, the raw data image file resulting from the sequencing was transformed to Sequenced Reads by CASAVA base recognition and stored as FASTQ format files. The data were quality control checked for GC content and error rate, and data were filtered to remove low-quality reads or those with adaptors. After mapping to a reference genome, gene expression analysis was determined by utilizing the fragments per kilobase of a transcript per million base pairs. 

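Pearson's r between the 3 libraries of each group, computed across the 13115 genes on the log2(FPKM + 1) scale, was 0.989 to 0.992 in treated B6 mice, 0.992 to 0.993 in untreated B6 mice, 0.987 to 0.995 in treated SLE123 mice and 0.977 to 0.980 in untreated SLE123 mice. Genes are not independent replicates, so these values describe the libraries and carry no p-value. On FPKM without a log, the lowest value was 0.929, between replicates 1 and 3 of the treated SLE123 mice, where r rests on a few highly expressed genes. Between treated and untreated mice of the same strain, r on the log2 scale was 0.976 to 0.986 in B6 and 0.962 to 0.990 in SLE123, and between untreated mice of the 2 strains it was 0.816 to 0.897.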

Correlation analysis of biological replicates was carried out with a Pearson correlation coefficient cutoff above 0.92, followed by PCA. 

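The authors tested pairs of groups with DESeq2, which was not run here, and the 2 groups of each comparison were tested with limma on log2(FPKM + 1), using only the 6 mice of that comparison. As an alternative on recovered fragments, limma's voom method called 2717 genes in B6, of which 1543 were higher and 1174 lower after anti-CD45RB, and 1857 of the 1948 genes called on the FPKM scale were among them. In SLE123 the same method called 3 genes, each of them among the 5 called on the FPKM scale. Between untreated SLE123 and untreated B6 mice, limma called 5621 genes on the FPKM scale, of which 2990 were higher and 2631 lower in SLE123. The B6 libraries held liver transcripts and the untreated SLE123 libraries did not, so handling of the libraries may add to the genes called in that comparison. The treated SLE123 library that did hold liver transcripts lay with the SLE123 mice on the first principal component, at 31.0 against -59.5 to -32.9 in B6 mice.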

Differential expression analysis was carried out for 2 conditions at a time using the R package DESeq2 (65). Enrichment analysis was done using the clusterProfiler software (66) for both GO and KEGG enrichment with a cutoff of *P*_adj_ < 0.05. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession GSE181816 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181816) (67).

### Tolerizing and metabolic treatment.

Anti-CD45RB (Bio X Cell, MB23G2) was given by intraperitoneal injection in a 100 μg dose on days 0, 1, 3, 5, and 7. Mice were given Metformin (Enzo Life Sciences) at 3 mg/mL and 5 mg/mL of 2DG (Tocris) dissolved in their drinking water for 2 weeks. In instances where anti-CD45RB and metabolic treatment were combined, mice were given Metformin/2DG in the described dose for 1 week before beginning the standard anti-CD45RB regimen.

### Metabolic characterization of CD4 ^+^T cells.

Spleens were rendered to single-cell suspensions by crushing through a 70 μm filter. After isolation, cells were rested in DMEM supplemented with 10% FBS (MilliporeSigma), Pen-Strep (Gibco), and 2-ME (Invitrogen) for 30 minutes. For analysis of glucose uptake with 2-NBDG (Thermo Fisher Scientific), cells were rested for 30 minutes in glucose-free DMEM prepared as indicated above and then fluorescent glucose analog was added. Then 2-NBDG (Life Technologies) was added at a final concentration of 30 μM from a stock solution. For analysis of mitochondria membrane size, MitoTracker Green (Thermo Fisher Scientific) was added in regular media at a final concentration of 30 nM. For measurement of mitochondrial Δψ, MitoRed CMXRos (Thermo Fisher Scientific) was used at a concentration of 100 nM. Both were incubated for 1 hour and then washed with PBS containing 3% FBS and Pen-Strep. All samples were then stained for extracellular markers and analyzed by flow cytometry. When analyzing mitochondrial dynamics, sodium azide was eliminated from staining buffers due to its toxic effects on mitochondria function.

### Metabolomics analysis.

CD4^+^ T splenocytes from the spleens of B6 mice treated with anti-CD45RB or left untreated and SLE123 mice treated with anti-CD45RB or left untreated were isolated and separated into subsets via MACS. Supernatants were removed and cell pellets were flash-frozen using a dry ice/ethanol bath. Samples were then placed at –80°C for storage. A “blank” sample was included, which consists of the residue of 3 mL of column wash (MACS buffer: prepared in-house Pen-Strep, 3% FBS diluted in 1x PBS from Corning) eluted into a tube and then washed twice with PBS. Cells were shipped to Mayo Clinic. Each sample was analyzed in duplicate via a 1200 Agilent UPLC that was connected to an Agilent 6500 Q-TOF-MS. Each sample was analyzed in both positive and negative modes of electron spray ionization for maximum coverage of metabolites in samples using both hydrophilic interaction chromatography (HILIC) and nonpolar reverse phase (C18) ultra-high pressure liquid chromatography (UPLC). Putative identification of metabolites was carried out against Metlin (68). To determine significance, an unpaired *t* test for 2 groups with multiple testing correction (Q < 0.05) was carried out.

### Nuclear isolation.

CD4^+^ T cells were isolated from B6 or SLE123 spleens via negative MACS. These cells were then rested in DMEM with 5% FBS, Pen-Strep, and 2-ME for 1 hour. They were then stimulated as described. These cells were then resuspended in a buffer containing 320 mM sucrose (Thermo Fisher Scientific), 10 mM HEPES buffer (Corning), 8 mM MgCl_2_ (Invitrogen), Roche EDTA-free Complete Protease Inhibitor, and 0.1% Triton X-100 (MilliporeSigma) for 15 minutes on ice. The cells were then fixed for 30 minutes on ice with 4% PFA (Pierce) added to the previously described buffer. Cells were then washed and permeabilized with 0.3% Triton X-100 on ice for 15 minutes. Isolated nuclei were then washed with FACS buffer containing 3% FBS and sodium azide (MilliporeSigma). They were then stained with SyTOX Green Nucleic Acid Stain (Thermo Fisher Scientific), and total CREB (Cell Signaling Technology, 48H2), total ATF1 (MilliporeSigma, SAB4501950), or total CRTC2 (MilliporeSigma, 5B10). Individual samples were acquired on a BD LSR Fortessa Flow Cytometer and analyzed with FlowJo software (TreeStar).

### Measuring phosphorylation of intracellular proteins.

Total splenocytes were isolated and rested in DMEM with 5% FBS, Pen-Strep, and 2-ME for 1 hour. They were then stimulated with 20 μg/mL of anti-CD45RB. Cells were then centrifuged and simultaneously fixed and permeabilized with Foxp3/Transcription Factor Staining Buffer Set (eBioscience) for 30 minutes. These cells were then stained with anti–phospho-CRTC (MilliporeSigma).

### Cellular phenotyping with flow cytometry.

Splenocytes were stained with fluorophore-conjugated antibodies: CD19 (6D5 BioLegend catalog 115530), B220 (RA3-6B2 eBioscience catalog 48-0452-82), Bcl-6 (K112-91 BD Biosciences catalog 561525), CD4 (RM4-5 eBioscience catalog 56-0042-82), CD8a (53-6.7 BD Biosciences catalog 557959), CD25 (7D4 eBioscience catalog 13-0252-82), CD95 (Jo2 BD Biosciences catalog 554257), CD44 (IM7 eBioscience catalog 48-0441-80), CD62L (MEL-14 BD Biosciences catalog 553152), Foxp3 (FJK-16s eBioscience catalog 53-5773-82), IgM (II/41 eBioscience catalog 17-5790-82), and PD-1 (J43 eBioscience catalog 13-9985-81). Individual samples were acquired on a BD LSR Fortessa Flow Cytometer and analyzed with FlowJo software (TreeStar).

### Anti-dsDNA ELISA.

Detection of circulating anti-dsDNA antibodies was carried out as previously described (69) Immunolon 2 plates (Thermo Fisher Scientific) were blocked with methylated-BSA (mBSA) (MilliporeSigma) resuspended in 1x PBS for 30 minutes at 37°C. The plate was then washed twice with 200 μL of 1x PBS, and each well was coated with 50 μg/mL dsDNA for 30 minutes at 37°C. The plate was again washed twice and blocked overnight at 4°C with 3% BSA, 3 mM EDTA (MilliporeSigma), and 0.1% gelatin resuspended in 1x PBS. After blocking, plates were washed twice with 1x PBS. Serum was diluted at 1:250 in 2% BSA, 3 mM EDTA, and 0.05% Tween (Thermo Fisher Scientific) in 1x PBS. This was added to the plate and incubated at room temperature with shaking for 2 hours. The plate was washed twice with 1x PBS + Tween 20 and twice in 1x PBS. IgG-HRP (Promega) was added to each well, diluted at 1:5000 in 1% BSA 0.05% Tween in 1x PBS, and incubated overnight at 4°C with shaking. The plate was then washed twice with 1x PBS + Tween 20. TMB substrate (BD Biosciences) was brought to room temperature, added to the plate, and incubated for 10–15 minutes in the dark. Stop solution was added to the plate, and the plate was read at OD 450 nm immediately.

### Measuring renal IgG deposition.

Kidneys were fixed with formalin and embedded in paraffin before they were sectioned. Each section was incubated in xylene for 8 minutes before being rehydrated in decreasing concentrations of ethanol. Sections were then washed twice with ddH_2_O and placed into 1x PBS. Antigen retrieval was achieved by microwaving sections in 600 mL of ddH_2_O + 5.6 mL of Vector Antigen Retrieval solution concentrate. Sections were then washed with 1x PBS for 5 minutes at room temperature with shaking. Sections were then blocked in 5% normal goat serum in 1x PBS for 1 hour at 37°C. The sections were then stained with biotinylated goat anti-mouse total Ig (Southern Biotech) at a dilution of 1:50 in 5% goat serum in 1x PBS for 1 hour at 37°C. Slides were washed 3 times for 5 minutes with 1x PBS and then incubated with Texas-Red Avidin D (Vector Laboratories) for 1 hour at 37°C. Slides were then washed 3 times with 1x PBS, and VECTASHIELD Antifade Mounting Medium with DAPI (Vector Laboratories) was added before the addition of a coverslip and the imaging of the slide.

### Microscope imaging acquisition.

Sections were imaged at room temperature at 20x on an Olympus BX41 scope fitted with 4x, 10x, 20x, 40x, and 100x oil immersion objectives. This scope was equipped with an Olympus DP71 camera and excited with the X-Cite series 120 Q fluorescence lamp. The images were captured utilizing the manufacturer’s software. Quantification of IgG renal deposition area was performed using ImageJ (NIH) and is expressed as area of IgG staining/area of DAPI staining.

### Islet transplantation.

Islet transplantation was carried out as previously described (27). To render mice chemically diabetic, they were administered streptozotocin via i.p. injection. B6 or SLE123 (H-2b) mice were transplanted with approximately 400 allogeneic C3H islets (H-2k) and assigned to a treatment group that received anti-CD45RB, received anti-CD45RB plus metabolic therapy, or was left untreated. Graft rejection was scored when mice that received grafts demonstrated glucose readings above 250 mg/dL on 2 consecutive days.

### Statistics.

Statistical analysis was performed with GraphPad Prism V5 using 2-tailed Student’s *t* test for comparison of 2 normally distributed conditions. Comparison of multiple groups was conducted using 1- or 2-way ANOVA followed by the Bonferroni posttest. Graft rejection was graphed as a Kaplan-Meier curve and compared by log-rank statistical analysis. Statistical comparisons with *P* ≤ 0.05 were deemed significant. Other statistical analysis utilized was indicated in figure legends.

### Study approval.

The Institutional Animal Care and Use Committee at Vanderbilt University approved all procedures carried out during this study.

## Author contributions

CSW and DJM designed and performed experiments, analyzed data, directed research with collaborators, and wrote and edited the manuscript. BTS, EMH, JPR, KLM, and ASM performed experiments and provided feedback on the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
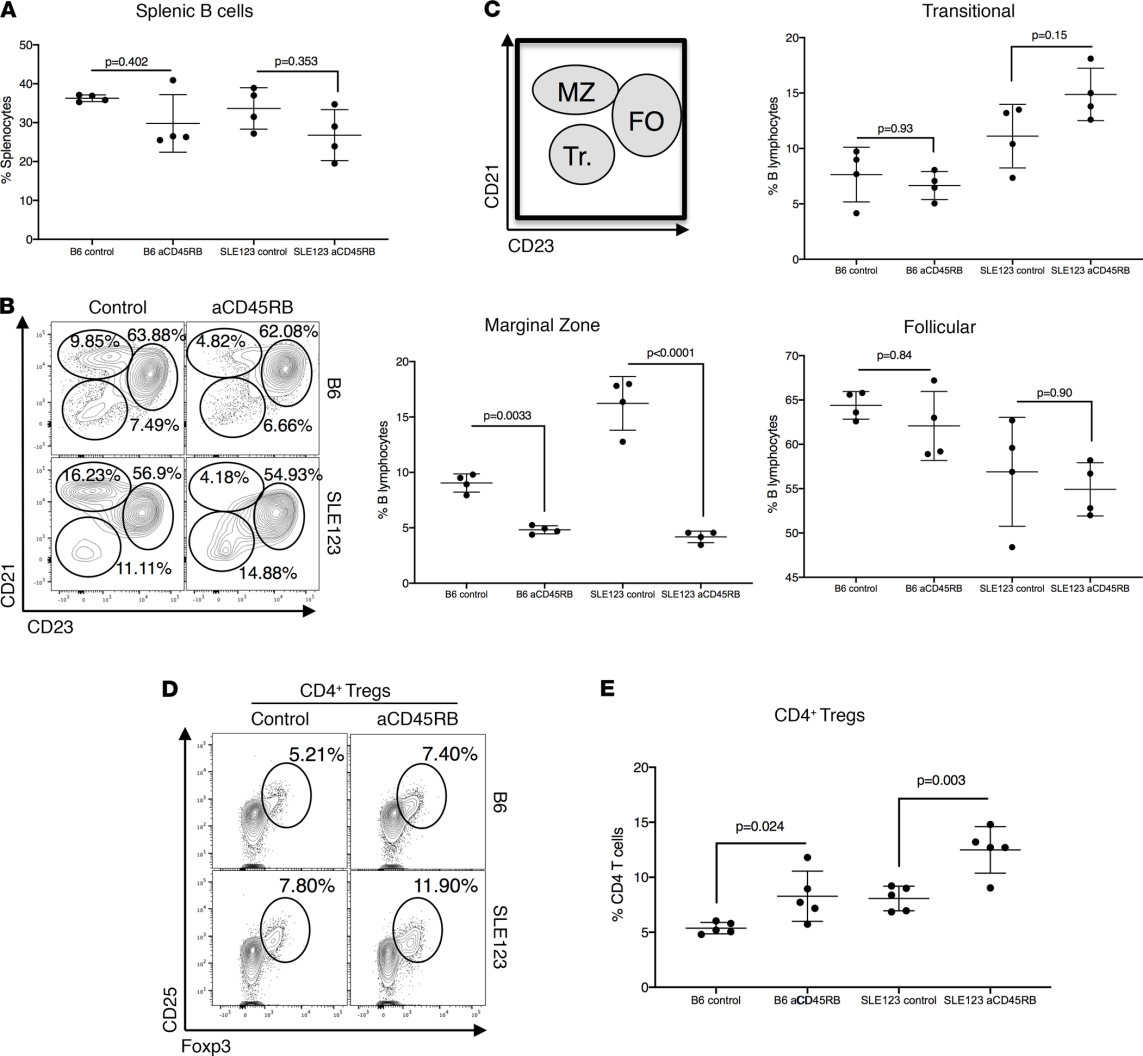
Tolerance-inducing anti-CD45RB mobilizes regulation in both the B and T lymphocyte compartments in B6 and SLE123 mice. (**A**) A 7-day course of aCD45RB was administered to B6 and SLE123 mice. Flow cytometry analysis of B6 and SLE123 mice (*n* = 4 per group, 9- to 10-week-old females) demonstrated a slight reduction in splenic B cells in both strains. (**B**) Subset analysis of the B cell compartment in these mice revealed a reduction in the marginal zone (MZ) while the Follicular (FO) and Transitional (Tr.) did not show substantial changes. (**C**) A cartoon diagram demonstrates the flow cytometry subsetting strategy, with quantification at right. Analyzed using a 1-way ANOVA followed by Tukey’s multiple comparison test. (**D** and **E**) Flow cytometry analysis showed B6 mice experienced an expansion of CD4^+^CD25^+^Foxp3^+^ Tregs when treated with aCD4RB (top panel). The SLE123 mice experienced a similar increase in the cells (bottom panel). This increase is quantified in **E**. Analyzed using a 1-way ANOVA followed by Tukey’s multiple comparison test. Analysis was carried out in 9- to 12-week-old female mice, *n* = 5 per group.****

**Figure 2:**
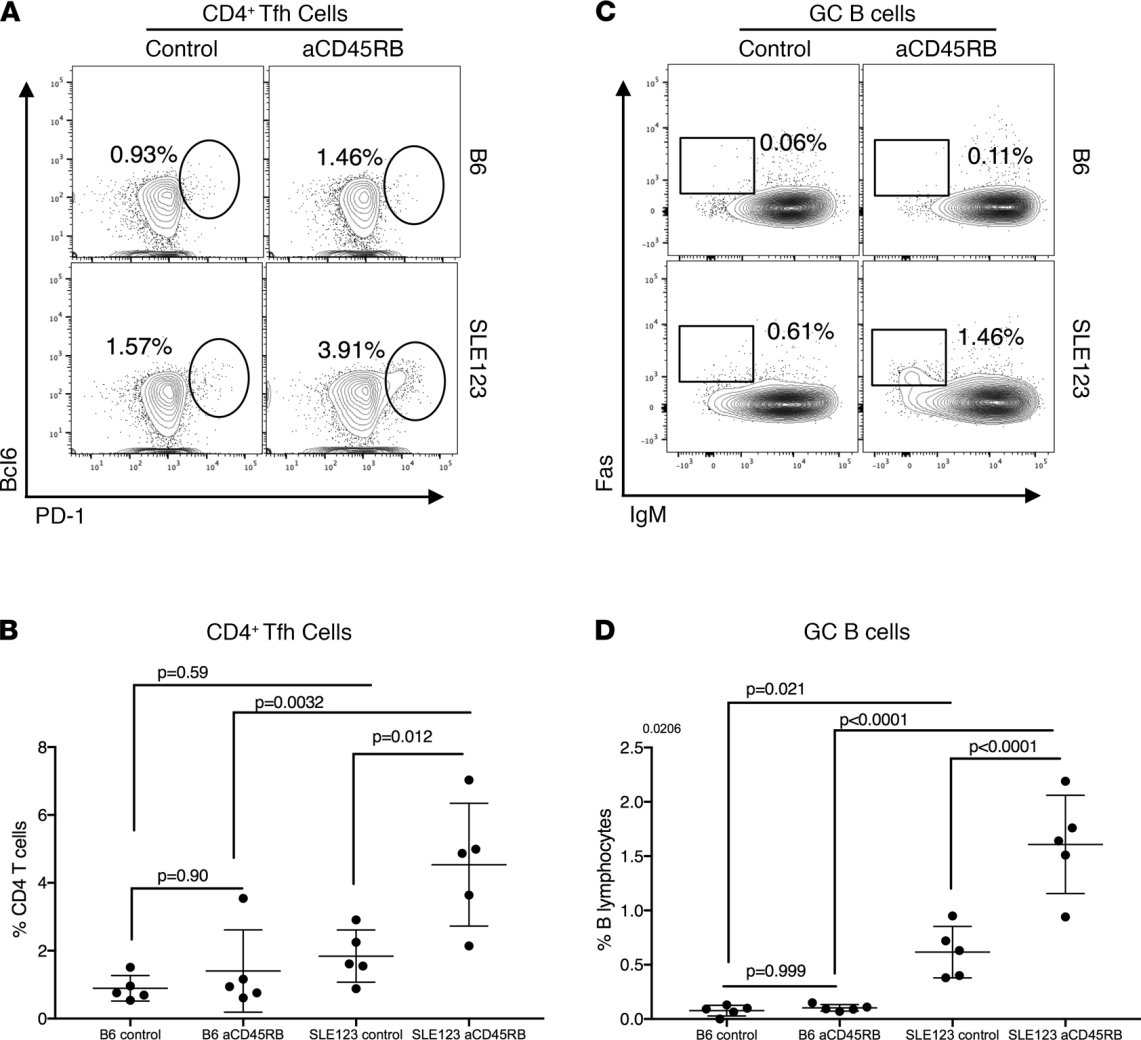
Effector CD4^+^ T cells respond inappropriately to anti-CD45RB, accelerating pathologic GC formation in young SLE mice. (**A** and **B**) A 7-day course of aCD45RB was administered to B6 and SLE123 mice. SLE123 mice experienced an increase in Tfh cells in response to aCD45RB. Quantified in **B**. (**C** and **D**) We hypothesized that this increase would also drive expansion of GC B cells, responsible for producing anti-nuclear antibodies in SLE. Flow cytometric analysis revealed aCD45RB-treated SLE123 mice expanded GC B cells, indicating an inappropriate response to aCD45RB therapy. Quantified in **D**. Analyzed using a 1-way ANOVA followed by Tukey’s multiple comparison test. All mice in **A**–**D** were female and 9–12 weeks of age, *n* = 5 per group.

**Figure 3:**
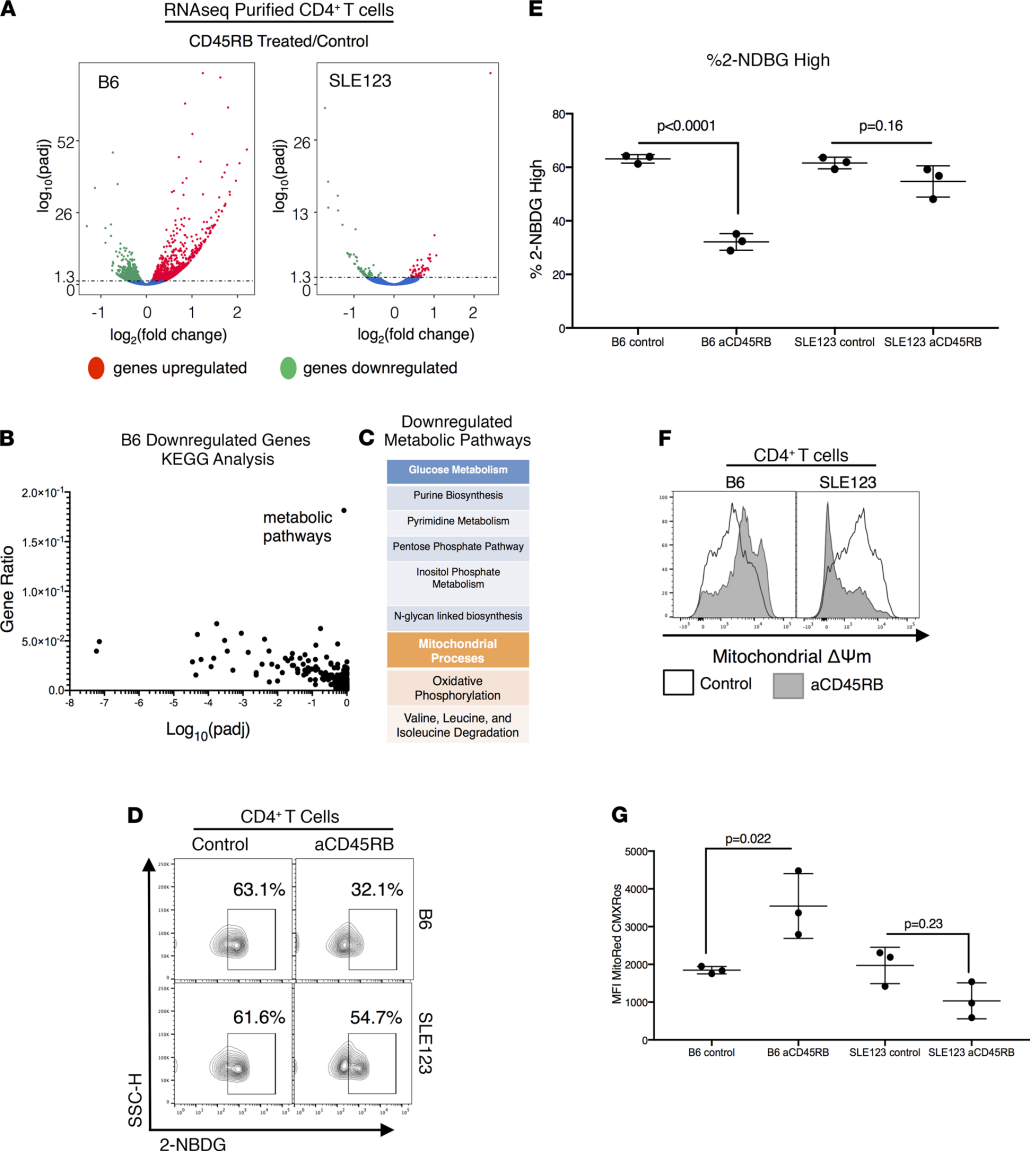
Anti-CD45RB drives transcriptional changes in metabolism in B6 CD4^+^ T cells, which are resisted by SLE123 mice. (**A**) CD4^+^ T cells were isolated from B6 and SLE123 mice that had been treated with a standard 7-day course of aCD45RB or left untreated (*n* = 3, 9- to 12-week-old female SLE or B6 mice). RNA-Seq was performed and analyzed for differential gene expression. The volcano plot demonstrates regulation of a subset of genes in response to aCD45RB only in B6 mice, while SLE123 mice largely resisted transcriptional changes. (**B**) KEGG analysis of the downregulated genes in B6 mice revealed metabolic pathways to have the highest gene ratio of regulated pathways. (**C**) Genes in this KEGG term could be classified broadly into 2 categories that impact both glucose metabolism and mitochondrial processes. (Full gene list available in Supplemental Figure 1B.) (**D** and **E**) Analysis of glucose uptake using a fluorescent glucose analog, 2NBDG, revealed a decrease in glucose uptake in CD4^+^ T cells only from B6 mice treated with CD45RB, which was resisted by SLE123 mice. This corroborated the observation of downregulation of genes associated with glucose metabolism. The percentage of CD4^+^ T cells with high glucose uptake is quantified in **E**. (**F** and **G**) Mitochondrial membrane potential, a measure of mitochondrial activity, was assessed in both B6 and SLE123 CD4^+^ T cells by flow cytometry utilizing MitoredCMXRos. This analysis revealed increased mitochondrial membrane potential (Δψ) in CD4^+^ T cells from B6 mice treated with aCD45RB. SLE123 mice resisted these changes and demonstrated a decrease in membrane potential. The median fluorescence intensity of MitoredCMXRos from **F** is quantified in **G**. The analyses in **D**–**G** were repeated at least 7 times with 3 or more 9- to 12-week-old female SLE123 or B6 mouse replicates in each group. Analyzed using a 1-way ANOVA and Tukey’s multiple comparison test.

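Among the genes called in B6 without overlap between the groups, the 5 with the largest rise were H2-Eb1, Lyz2, H2-Ab1, H2-Aa and Ccl3. H2-Eb1, which encodes a chain of an MHC class II molecule, rose from 1.88 ± 1.14 to 28.7 ± 4.66 FPKM (SD, n = 3), a log2 fold change of 3.44 (standard error 0.297, adjusted p = 0.00142 by limma). Lyz2, which encodes a lysozyme of myeloid cells, had a log2 fold change of 3.34 (standard error 0.539, adjusted p = 0.0116), H2-Ab1 of 3.33 (standard error 0.245, adjusted p = 0.000773), H2-Aa of 3.26 (standard error 0.321, adjusted p = 0.00222) and Ccl3 of 3.00 (standard error 0.282, adjusted p = 0.00187). The 5 with the largest fall were Tspan9, Prag1, H2-Q2, Lypd6b and Slc16a5. Tspan9 fell from 4.03 ± 0.068 to 1.18 ± 0.15 FPKM (SD, n = 3), a log2 fold change of -1.21 (standard error 0.081, adjusted p = 0.000653 by limma), and the other 4 had log2 fold changes of -1.09 to -0.94. Markers of other cell types rose in the same mice, by 1.00 on the log2 scale for the mean of 10 B cell genes and by 0.78 for that of 12 genes of monocytes, macrophages and dendritic cells, so part of the rise of the MHC class II genes and Lyz2 could not be assigned to T cells. The NK cell set rose by 1.476, the megakaryocyte or platelet set by 1.519 and the neutrophil set by 1.069, while stroma or endothelium genes differed by 0.006. A T cell source of the rise of Ccl3 was thus not established either.
In SLE123 mice, the 5 genes called were Gcg, Lgals7, Prg2, Prss34 and Mcpt8. Lgals7 rose from 1.55 ± 0.184 to 17.4 ± 2.01 FPKM (SD, n = 3), a log2 fold change of 2.85 (standard error 0.113, adjusted p = 0.000456 by limma), and Gcg rose from 0.503 ± 0.643 to 16.4 ± 1.71 FPKM, a log2 fold change of 3.61 (standard error 0.269, adjusted p = 0.0121). Prg2 fell from 46.7 ± 9.55 to 10.7 ± 2.19 FPKM (log2 fold change -2.02, standard error 0.188, adjusted p = 0.0328), Prss34 from 59.7 ± 3.31 to 15.3 ± 3.03 FPKM (log2 fold change -1.91, standard error 0.133, adjusted p = 0.0111) and Mcpt8 from 28.1 ± 2.49 to 8.75 ± 1.57 FPKM (log2 fold change -1.59, standard error 0.134, adjusted p = 0.0208). Prg2, Prss34 and Mcpt8 moved the other way in B6, with log2 fold changes of 1.33, 2.65 and 2.23. These 3 genes are expressed by eosinophils or basophils. For Gcg, 2 marker sets of the pancreas were chosen after the values were seen. In SLE123 the mean of the 6 islet genes was higher by 0.602 and that of the 8 exocrine genes by 1.003, each without overlap (two-sided exact permutation test, p = 0.1). In B6 the 2 means differed by 0.119 and -0.437. Gcg is itself an islet gene of that set, and the islet value of each mouse follows from its Gcg FPKM alone. The islet set thus restates the rise of Gcg and is no separate evidence of an islet source. Ins1 and Ins2 were at 0 in each group, so the source of the Gcg transcripts was not settled. Only Lgals7 was called under each alternative, those that left out a mouse included. The 3 genes with the smallest adjusted p-values for the strain-by-treatment interaction were Alox5ap (difference of log2 fold changes -3.19, standard error 0.185, adjusted p = 2.87e-05 by limma), Mcpt8 (-3.82, standard error 0.264, adjusted p = 9.64e-05) and Ccl5 (-2.09, standard error 0.163, adjusted p = 0.000232). Alox5ap and Ccl5 rose in B6 by 2.11 and 1.77 on the log2 scale, where markers of other cell types also rose. A T cell source was thus not established for them.

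**Figure D4:**
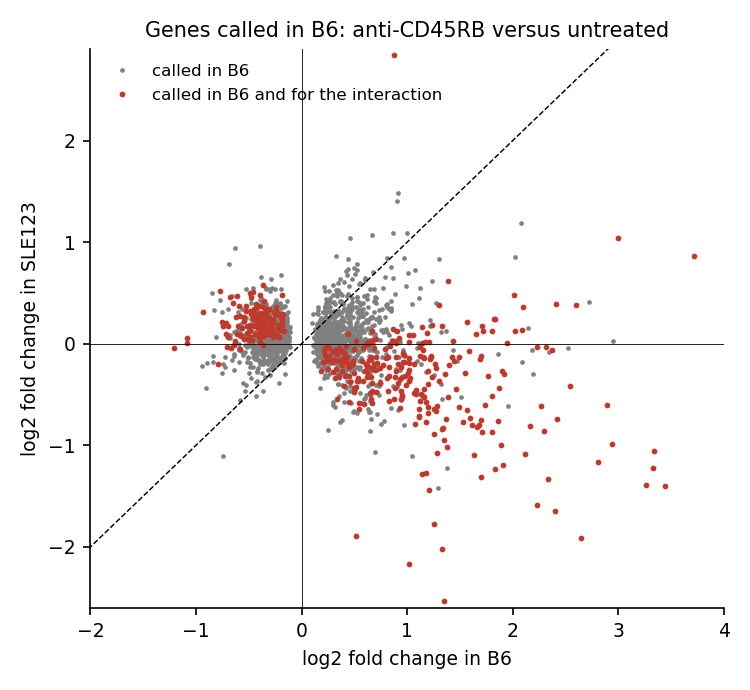
Log2 fold change after anti-CD45RB in B6 (x axis) and in SLE123 (y axis) of the 1948 genes called in B6, with the 400 that were also called for the strain-by-treatment interaction in red. The dashed line marks equal changes in both strains, and the genes called for the interaction lie away from it.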

**Figure 4:**
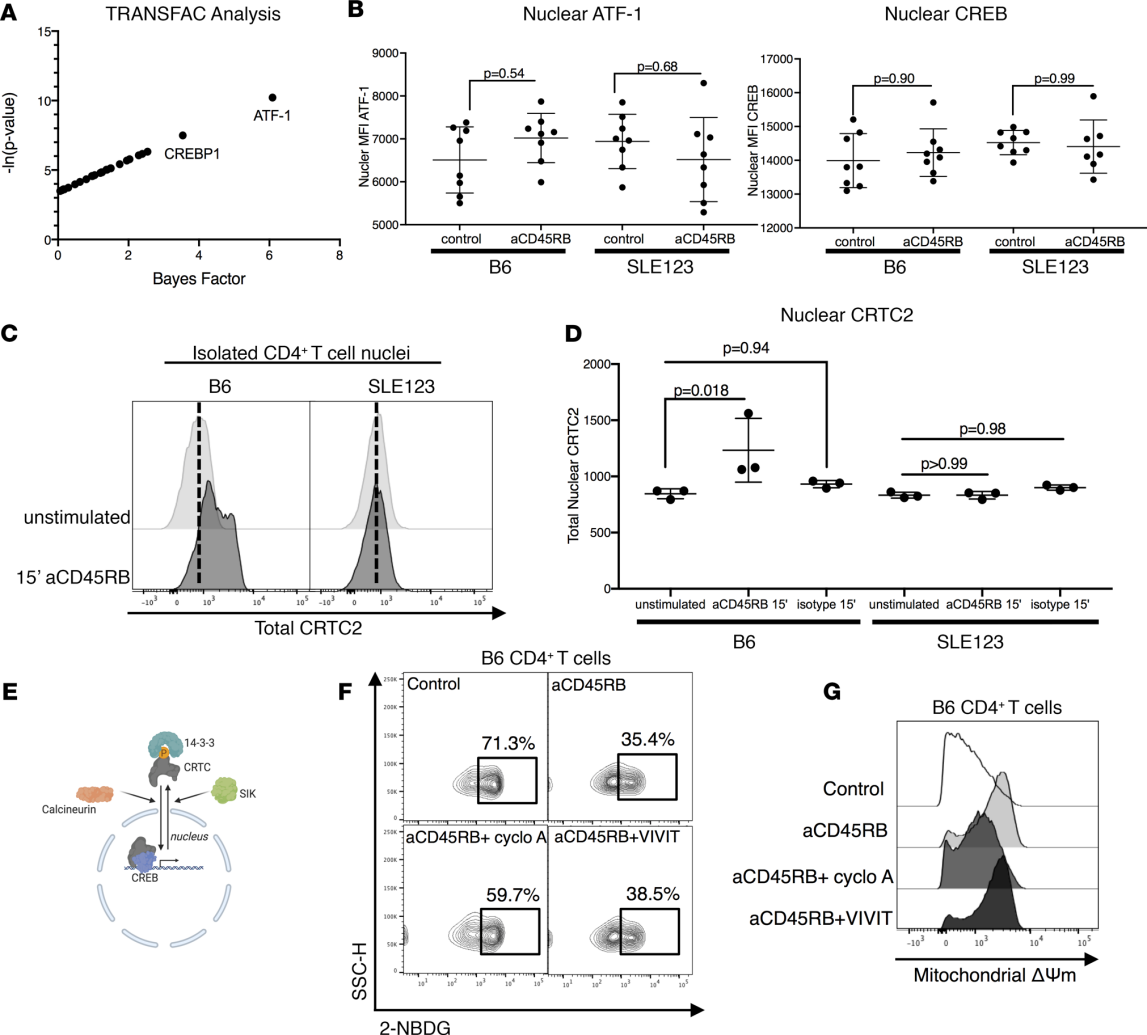
A cyclosporine sensitive element modulates immune changes seen with aCD45RB and is defective in SLE123 CD4^+^ T cells. (**A**) TRANSFAC analysis of the metabolic genes regulated by aCD45RB in B6 mice revealed ATF-1 and CREBP likely regulated these genes. (**B**) As ATF-1 and CREB share similar binding motifs, we assessed the nuclear import of both CREB and ATF-1 in aCD45RB-treated and untreated CD4^+^ T cells from B6 and SLE. Briefly, nuclei from purified CD4^+^ T cells were extracted and stained for total CREB and ATF-1. The nuclear localized amount of each protein was measured by flow cytometry. No significant difference was noted in any of the conditions regardless of strain or treatment. *n* = 8 per group, 9- to 12-week-old female mice. (**C** and **D**) The transcriptional activity of CREB can be modified by translocation of CRTCs. Nuclear staining demonstrated translocation of CRTC2 to the nucleus following 15 minutes of aCD45RB stimulation only in isolated nuclei from B6 CD4^+^ T cells. SLE123 mice did not demonstrate the same response. Quantified in **D**. Representative of 3 repeats with at least 3 biologic replicates per group, utilizing 9- to 12-week-old female mice. (**E**) The translocation of CRTC proteins is controlled by the phosphatase calcineurin and the SIK, which control nuclear import and export respectively. (**F** and **G**) Pretreatment of B6 CD4^+^ T cells with calcineurin inhibitor, cyclosporine A, but not the NFAT-specific inhibitor, VIVIT (a major target of calcineurin), prevented the metabolic changes induced by aCD45RB. Cyclosporine prevented the downregulation of glucose uptake and changes in mitochondrial dynamics. The NFAT inhibitor VIVIT had no effect on the metabolic changes in glucose uptake or mitochondrial Δψ induced by aCD45RB. Analyzed by 2-way ANOVA and Tukey’s multiple comparison test. *n* = 5 per each treatment group, 9- to 12-week-old female mice.

**Figure 5:**
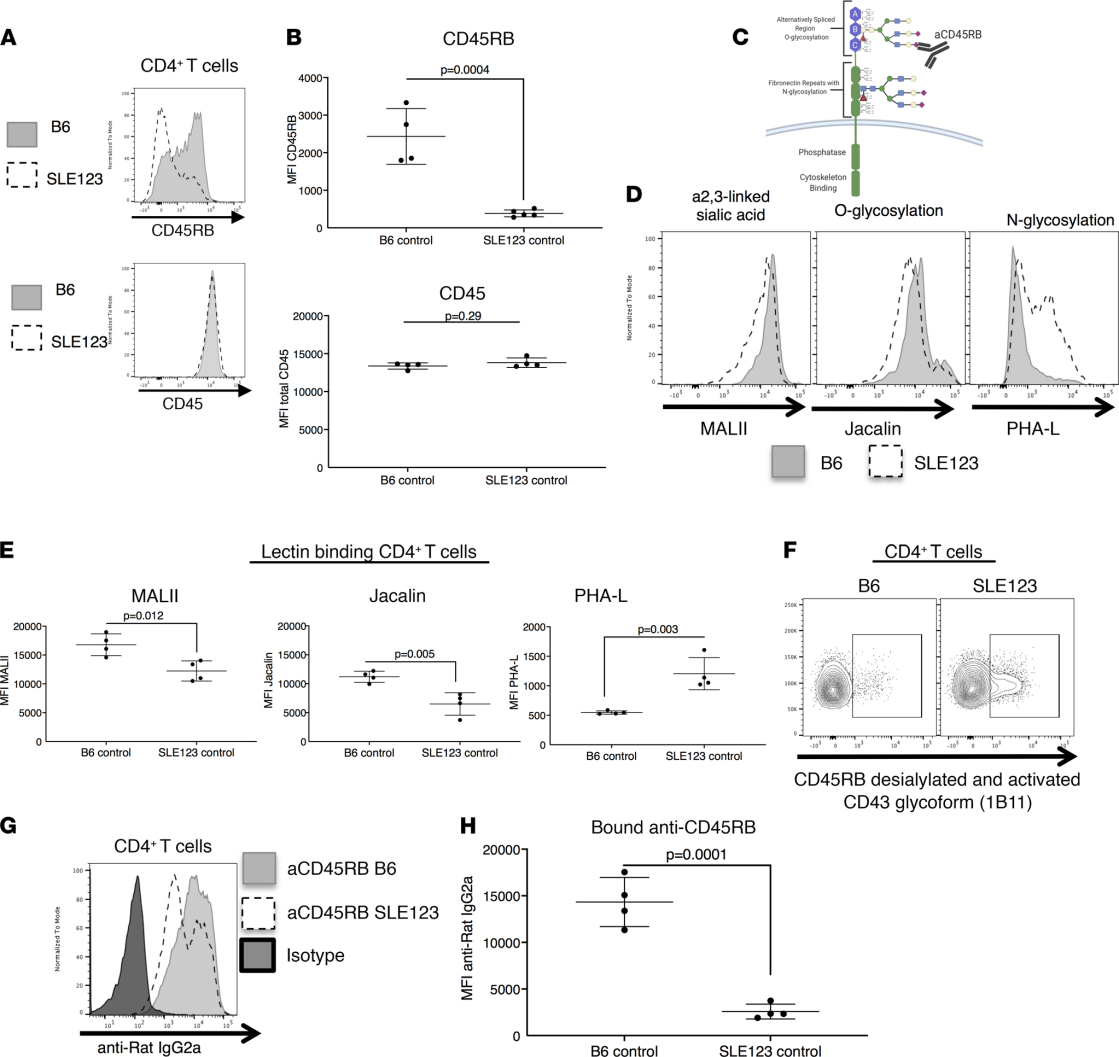
CD4 surface expression of CD45RB and global glycosylation are altered in SLE123 mice. (**A** and **B**) Cell surface expression of CD45RB and total CD45 were measured by flow cytometry on CD4^+^ T cells. SLE123 demonstrated a downregulation of CD45RB on the cell surface as compared with B6 CD4^+^ T cells. There was no difference in pan-CD45 expression. Quantified in **B**. (**C**) CD45 is composed of an intracellular region that controls cytoskeletal binding and its phosphatase activity. The extracellular domain is composed of a region with fibronectin repeats that is heavily N-glycosylated. An alternatively spliced region is heavily O-glycosylated, and this region imparts unique functions to each CD45 isoform. Additionally, a sialic acid residue on the B portion of this region is essential for the binding of therapeutic aCD45RB. (**D** and **E**) We utilized lectins to detect the level of α-2,3–linked sialylation (MALII), O-linked glycosylation (Jacalin), and N-linked glycosylation (PHA-L) in CD4^+^ T cells from B6 and SLE123 mice. We determined SLE123 CD4^+^ T cells had reduced levels of α-2,3–linked sialic acids and O-glycosylation and an increase in N-glycosylation. Quantified in **E**. (**F**) Utilizing an antibody that detects a desialylated form of anti-CD45RB, we determined SLE123 CD4^+^ T cells possessed increased binding of this antibody compared with B6. (**G** and **H**) To determine the binding of therapeutic aCD45RB to B6 and SLE123 CD4^+^ T cells, we incubated splenocytes from both strains with aCD45RB, followed by an anti–rat IgG2a antibody conjugated to phycoerythrin. Flow cytometry demonstrated CD4^+^ T cells from SLE123 mice had reduced binding of the therapeutic antibody. Quantified in **H**. Analyzed using a Student’s *t* test. Representative data of at least 4 experimental repeats, with at least 3 biologic replicates of 9- to 12-week-old mice in each group.

**Figure 6:**
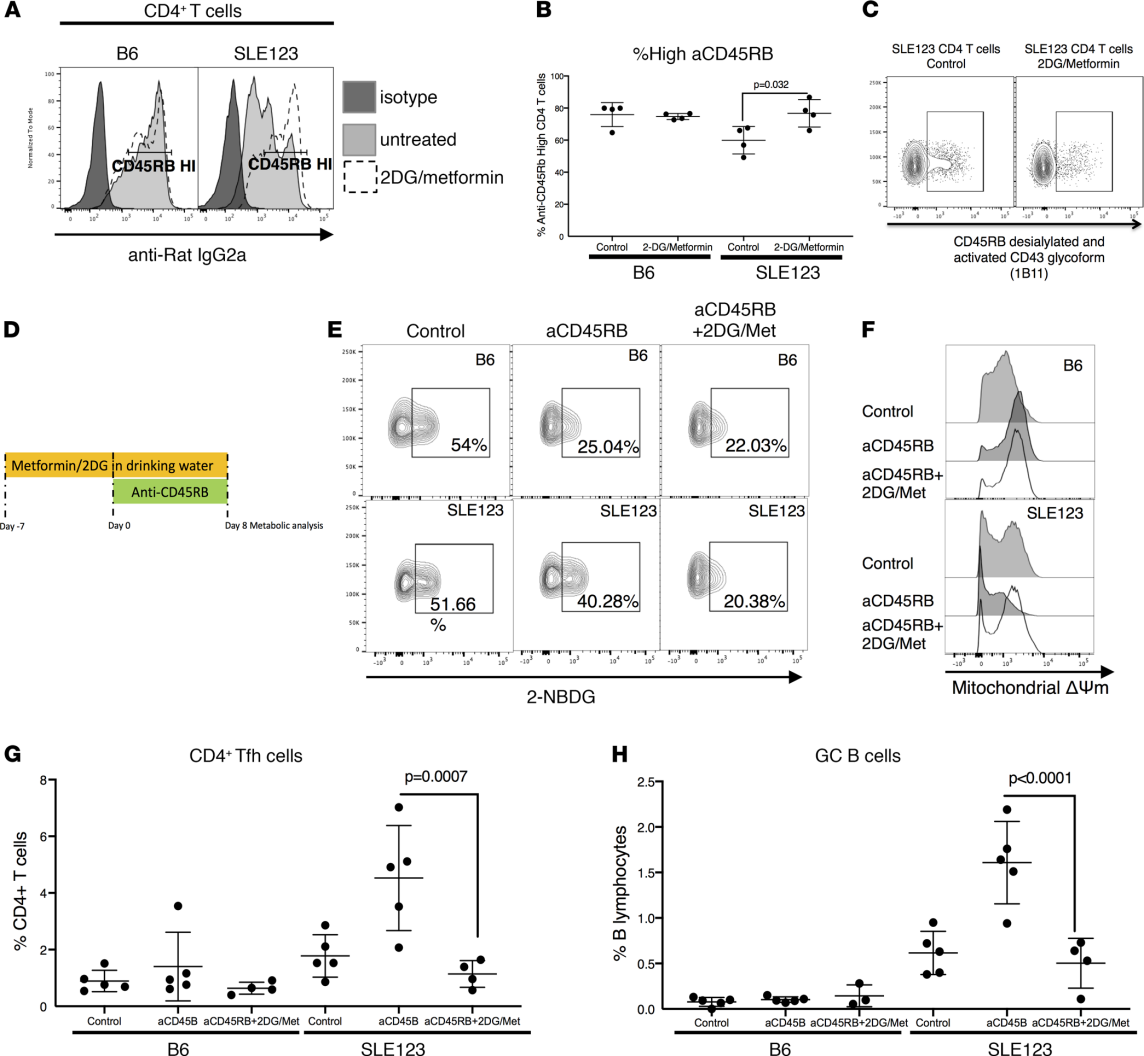
Metabolic intervention improves aCD45RB binding and restores responsiveness to aCD45RB therapy. (**A** and **B**) We predicted treatment of SLE123 mice with 2DG and metformin for 1 week would improve the binding of aCD45RB to CD4^+^ T cells. Treatment with these metabolic therapies improved the binding of aCD45RB (dotted line) as compared with untreated controls (gray histogram). Quantified in **B**. Representative of 2 experimental repeats, with at least 4 biologic replicates of 9- to 12-week-old female mice in each group. (**C**) Treatment of SLE123 mice with 2DG/Met reduced the binding of antibody 1B11 that detects desialylated CD45RB. (**D** and **F**) B6 and SLE123 mice were treated with 2DG/Met for 1 week before starting aCD45RB and continued for an additional week concomitant with aCD45RB. At the end of this treatment, mice were sacrificed, and metabolic parameters and cell subsets were analyzed. (**E**) Treatment with metabolic modulators + aCD45RB restored the metabolic regulation by aCD45RB in SLE123 CD4^+^ T cells. (**G** and **H**) This triple therapy also reduced the expansion of Tfh and GC B cells. Analyzed using a 1-way ANOVA followed by Tukey’s multiple comparison test. In **D**–**H**, *n* = 5, 9- to 12-week-old female mice per group. (Control and aCD45RB-treated mice are also shown in Figure 2, B and D.)

**Figure 7:**
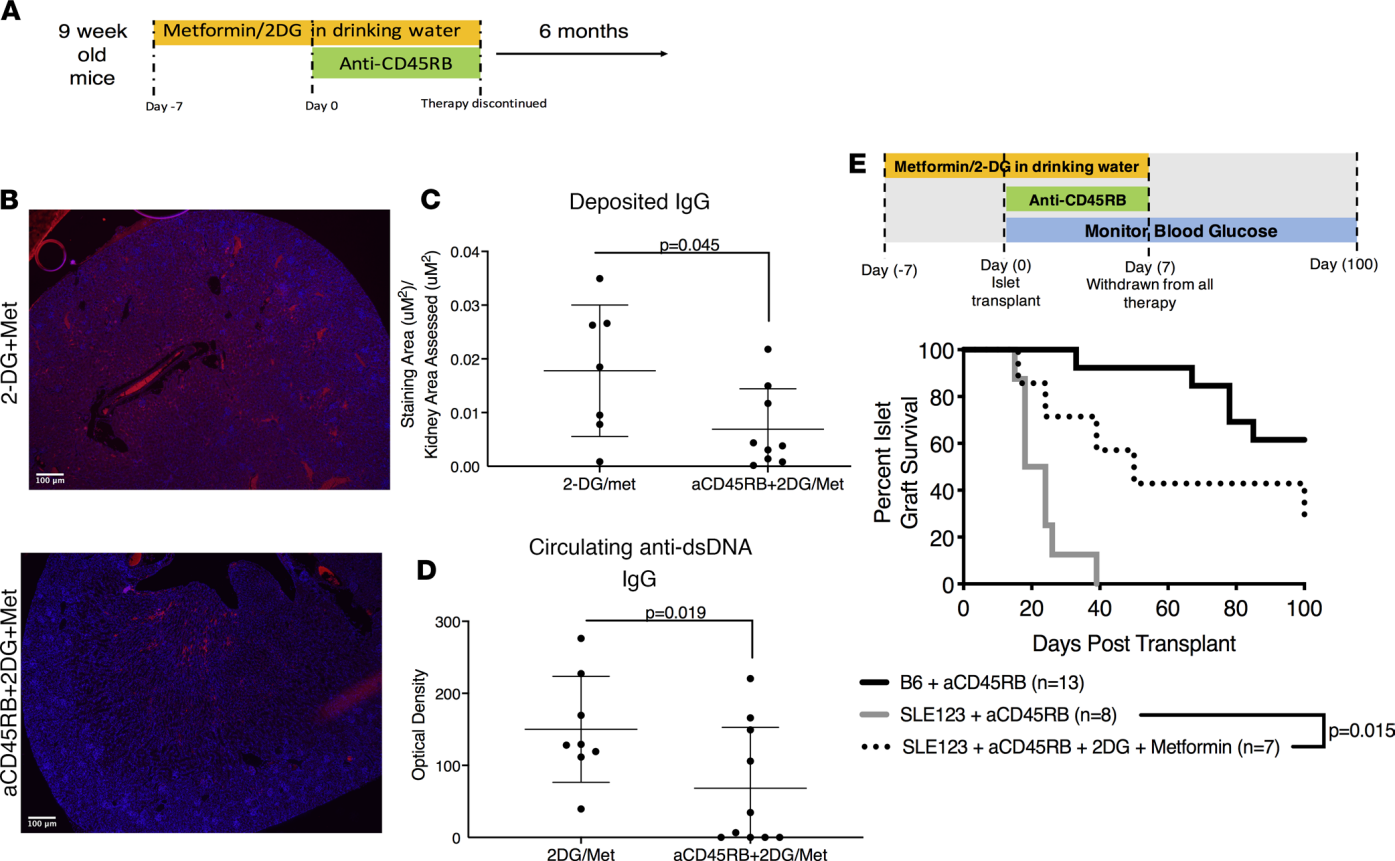
Metabolic intervention improves lupus pathology and tolerance to transplanted islets. (**A**) To determine whether a short therapeutic course of aCD45RB combined with 2DG/Met would improve the pathology of SLE123 mice, we treated 9-week-old mice with 2DG/met for 1 week before a standard course of aCD45RB with continued 2DG/Met. We also had a group that received 2DG/Met alone for 2 weeks. At that point, treatment was discontinued, and mice were allowed to age for 6 months before they were sacrificed and analyzed. (**B** and **C**) Kidney sections from SLE123 mice treated with triple therapy or 2DG/Met alone were stained with anti-IgG (red). There was a notable reduction in IgG deposition in mice treated with 2DG/Met and aCD45RB as compared with metabolic intervention alone. The area of red staining was quantified in these sections as shown in **C** and analyzed using a Student’s *t* test. (**D**) Additionally, we assessed the amount of circulating anti-dsDNA IgG. We noted a decreased in those mice treated with the triple therapy regime as compared with 2DG/Met alone. Analyzed using χ^2^ test. (**E**) To assess the capacity for durable tolerance with this triple therapy, we utilized an islet transplant model. Male and female mice 9–12 weeks old were placed on 2DG/Met 1 week before grafting MHC-disparate C3H islets under the kidney capsule. These mice received aCD45RB before metabolic therapy was discontinued. The blood glucose was tracked in these mice, as compared with B6 mice with aCD45RB or SLE123 mice that only received aCD45RB. Rejection was scored by 2 consecutive blood glucose readings of greater than 200 mg/dL. There is an increase in islet survival in SLE123 mice that received the triple therapy as compared with mice that only received aCD45RB. (B6 + aCD45RB, *n* = 13; SLE123 + aCD45RB, *n* = 8; and SLE123 + aCD45RB + 2DG + Metformin, *n* = 7). Scale bars: 100 μm.

# Supplementary material for: Metabolic preconditioning in CD4+ T cells restores inducible immune tolerance in lupus-prone mice
**Source:** JCI Insight. 2021 Oct 8;6(19):e143245. doi: 10.1172/jci.insight.143245
**Supplement:** Supplemental data

Supplemental 1

A

Principle Component Analysis

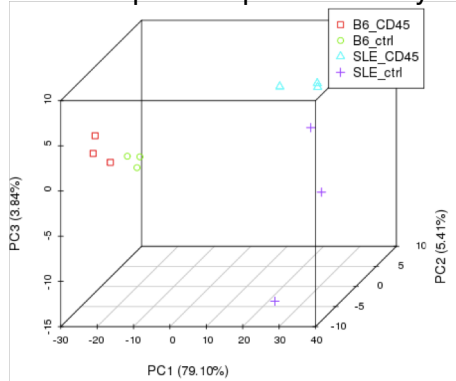

B

Downregulated Genes associated with KEGG term “metabolic pathways”

|         |        |         |         |         |
|---------|--------|---------|---------|---------|
| Coasy   | Mccc2  | Dtymk   | Pts     | B3galt6 |
| Sgsh    | Adsl   | Trdmt1  | Stt3b   | Ndst1   |
| Mthfd2  | Ehhadh | Mccc1   | Pdxk    | Ppox    |
| Ggt5    | Gart   | Ahcyl1  | Tk2     | Ppcdc   |
| St3gal1 | Synj2  | Pigo    | Acaa2   | ND1     |
| Pigl    | Man2a1 | Ctps    | Galnt6  | ND2     |
| Dguok   | Gpam   | H6pd    | Galnt11 | COX1    |
| Adss    | Prps2  | Coq2    | Man2a2  | ND4     |
| Adi1    | Pgm2   | St8sia1 | Pigk    | ND5     |
| Pfas    | Inpp1  | Idh2    | Plcb2   | ND6     |
| Coq6    | Gls    | Pik3c2a | Hibch   | CYTB    |
| Aldh6a1 | Mgat4a | Ears2   | Pigm    | Aoc2    |

E

| Compound                                                  | p-value         | Regulated | FC     |
|-----------------------------------------------------------|-----------------|-----------|--------|
| 4-Methylhistamine                                         | 0 up            | up        | 16.00  |
| 6,8-Dihydroxypurine                                       | 0 up            | up        | 16.00  |
| 6,8-Dihydroxypurine                                       | 0 up            | up        | 16.00  |
| Nitrilcarb                                                | 0 up            | up        | 16.00  |
| Glyodin                                                   | 0 up            | up        | 16.00  |
| docusate                                                  | 0 up            | up        | 16.00  |
| GalCer(d18:0/16:0)                                        | 3.81E-04 up     | up        | 2.60   |
| GalCer(d18:2/22:0)                                        | 0.00429552 up   | up        | 2.54   |
| Galbeta-Cer(d18:1/22:0)                                   | 0.03171751 up   | up        | 2.38   |
| PGH2-EA                                                   | 2.73E-04 up     | up        | 2.33   |
| PS(P-20:0/19:1(9Z))                                       | 7.77E-05 up     | up        | 2.30   |
| PE(24:0/18:2(9Z,12Z))                                     | 1.85E-05 up     | up        | 2.26   |
| CerP(d18:1/24:0) Esi-1.3639991                            | 0.00750449 up   | up        | 2.23   |
| Galbeta-Cer(d18:1/16:0)                                   | 3.81E-04 up     | up        | 2.22   |
| PS(20:3(8Z,11Z,14Z)/18:0)                                 | 5.72E-04 up     | up        | 2.21   |
| O6-Methyl-2'-deoxyguanosine                               | 2.73E-04 up     | up        | 2.19   |
| O6-Methyl-2'-deoxyguanosine                               | 0.02108133 up   | up        | 2.17   |
| PE(O-20:0/22:0)                                           | 4.50E-05 up     | up        | 2.13   |
| Galbeta-Cer(d18:1/16:0)                                   | 1.07E-04 up     | up        | 2.11   |
| PS(O-16:0/20:0)                                           | 1.85E-05 up     | up        | 2.04   |
| PS(O-20:0/19:1(9Z))                                       | 2.30E-05 up     | up        | 2.03   |
| PE(24:0/18:1(9Z))                                         | 0.00864221 up   | up        | 2.01   |
| PS(O-18:0/21:0) Esi-1.3450006                             | 0.03045165 up   | up        | 2.00   |
| Fexofenadine                                              | 0.00633 down    | down      | -2.04  |
| Fexofenadine                                              | 0.00633477 down | down      | -2.06  |
| Guanosine                                                 | 0 down          | down      | -2.12  |
| 4-Hydrocinnamoyl-2,2,5-trimethyl-4-cyclopentene-1,3-dione | 0.01719775 down | down      | -2.15  |
| Cimicifugoside                                            | 0.02636899 down | down      | -2.36  |
| Chryso-obtusin glucoside                                  | 3.85E-04 down   | down      | -2.73  |
| 1-Naphthalenesulfonic acid                                | 1.85E-05 down   | down      | -2.89  |
| Inosine                                                   | 0 down          | down      | -16.00 |
| Guanosine                                                 | 0 down          | down      | -16.00 |

C

CD4 T cells

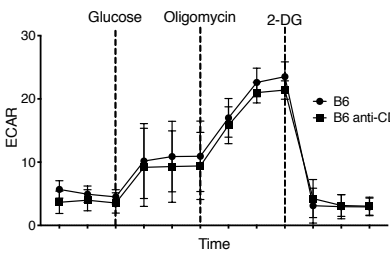

D

Control  
aCD45RB

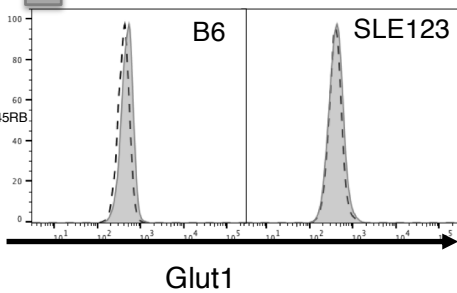

Mitochondrial Mass

F

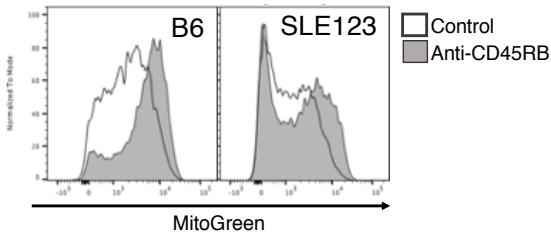

G

Mitochondrial Mass

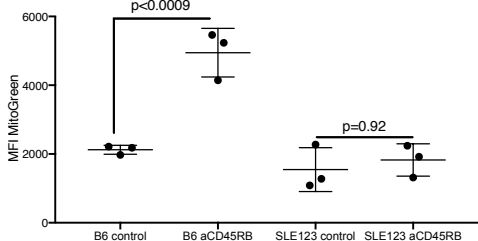

**Supplemental Figure 1. Metabolic parameters are altered in B6 CD4+ T cells treated with aCD45RB but resisted by SLE123 mice.** **A)** PCA analysis of RNA sequencing data. **B)** This is a complete list of the genes associated with the downregulated “Metabolic Pathways” KEGG term in B6 CD4+ T cells treated with aCD45RB. **C)** Seahorse analysis of purified CD4+ T cells from B6 mice treated with aCD45RB or left untreated revealed no difference in glycolysis among these cells. **D)** Analysis of Glut1 expression in B6 and SLE123 CD4+ T cells revealed no difference in the expression of Glut1 between aCD45RB treated and untreated groups. This analysis was carried out on fixed and permeabilized CD4+ T cells as this antibody detects an intracellular portion of Glut1. **E)** Untargeted metabolomics revealed an increase in 6,8-dihydroxypurine, an indicator of DNA damage. This correlates well with the downregulation of genes associated with the Pentose Phosphate Pathway and Purine and Pyrimidine Biosynthesis, responsible for maintaining the nucleotide pool in CD4+ T cells. **F)** CD4+ T cells from B6 mice treated with aCD45RB demonstrated increased mitochondrial mass when compared to B6 untreated. SLE123 CD4+ T cells resisted these changes. Quantified in **G**.

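Principal components were computed on log2(FPKM + 1) of the 13115 genes, centred but not scaled, for the 12 mice. The first component carried 81.5% of the variance, the second 5.02% and the third 3.68%. On the first component all 6 B6 mice lay below 0 (-59.5 to -32.9) and all 6 SLE123 mice above 0 (31.0 to 71.7), so the largest axis separated the strains. On the second component, treated B6 mice lay between -18.1 and -13.8 and untreated B6 mice between 9.41 and 15.0, whereas SLE123 mice of both treatments overlapped, with 7.31 to 10.8 in treated and -15.4 to 8.53 in untreated mice. On the third component, treated and untreated mice did not overlap in either strain, with -10.6 to -7.27 in treated and 7.51 to 9.13 in untreated B6 mice, and -10.55 to -8.91 in treated and -0.48 to 24.8 in untreated SLE123 mice. With genes scaled to unit variance, the alternative that moved the share of the first component most, it carried 47.9%.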

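The list holds 5 genes of purine synthesis (Adsl, Adss, Dguok, Gart and Pfas) and 3 of pyrimidine metabolism (Ctps, Dtymk and Tk2). In B6 CD4+ T cells, Adss fell from 51.5 ± 0.695 to 45.2 ± 2.53 FPKM (SD, n = 3), a log2 fold change of -0.19 (standard error 0.045, adjusted p = 0.0372 by limma), and Adsl and Dguok were called with log2 fold changes of -0.18 and -0.24 and adjusted p-values of 0.0476 and 0.0406. Pfas and Gart were lower with adjusted p-values of 0.0663 and 0.0822 and were not called. Dtymk, which encodes thymidylate kinase, fell from 63.7 ± 0.762 to 48.3 ± 3.88 FPKM (SD, n = 3), a log2 fold change of -0.40 (standard error 0.056, adjusted p = 0.00745 by limma). Ctps fell by 0.30 on the log2 scale (standard error 0.08, adjusted p = 0.0499), close to the threshold. Tk2 was not called (adjusted p = 0.0794 by limma). In SLE123 mice 0 of the 8 genes were called, with 2 purine genes at an unadjusted p-value under 0.05, and the mean of the purine genes was higher by 0.16 after treatment, without overlap between the groups (two-sided exact permutation test, p = 0.1, n = 3 per group). The effects in the 2 strains differed by 0.36 for the purine class (exact permutation of treatment within strains, p = 0.005, adjusted p = 0.0225) and by 0.34 for the pyrimidine class (p = 0.035, adjusted p = 0.0394), tests that are favoured by the choice of the genes for their fall in B6.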

# Supplemental 2

## KEGG Analysis

A

### Downregulated B6 CD4 T cells

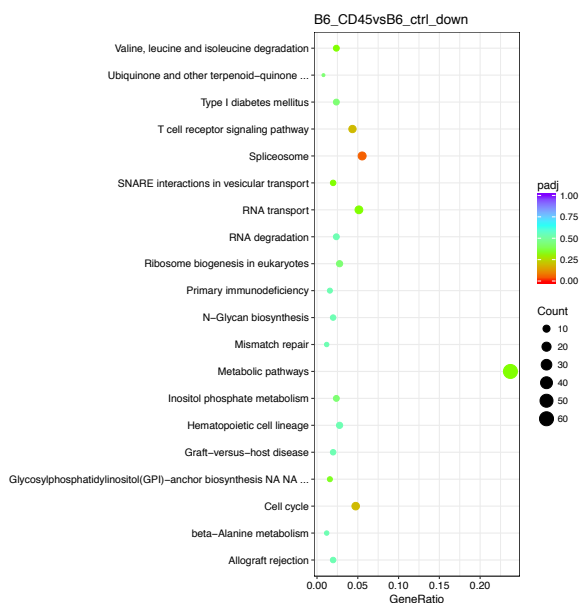

B

### Upregulated B6 CD4 T cells

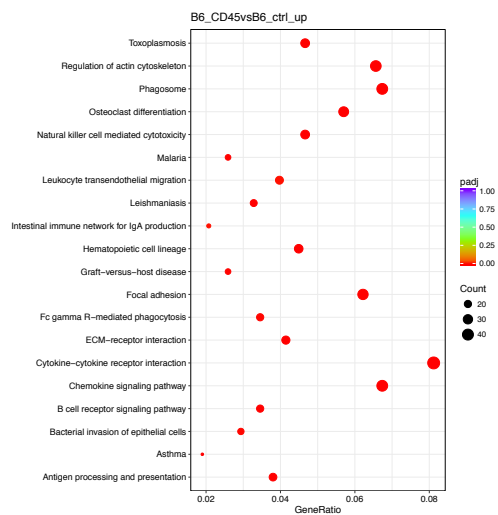

C

### Downregulated SLE123 CD4 T cells

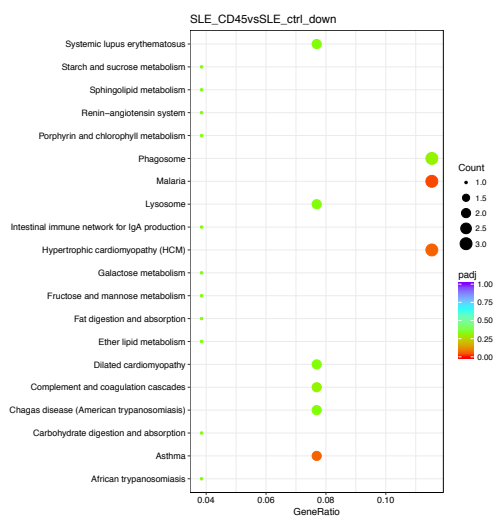

D

### Upregulated SLE123 CD4 T cells

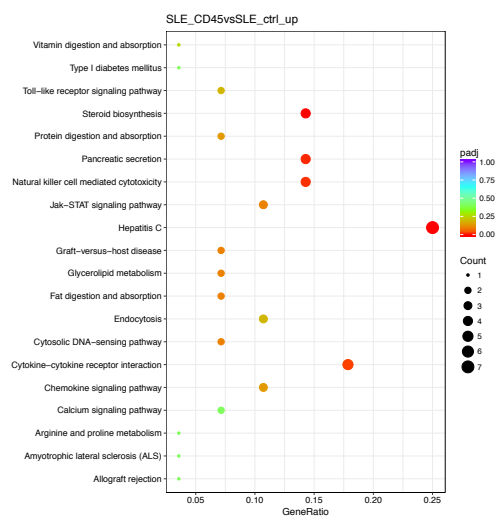

**Supplemental Figure 2. KEGG analysis of genes identified in RNA sequencing of purified CD4 T cells from SLE123 and B6 mice treated with anti-CD45RB. A-D. KEGG pathways identified by analysis of RNA sequencing data. The size of the dot for each term indicates the count of genes found, while the x-axis indicates its gene ratio. The color represents the adjusted p-value.**

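A KEGG enrichment of this kind takes the genes called in one direction in one strain and counts how many belong to each pathway of the KEGG database. The gene ratio is that count divided by the number of called genes that have any KEGG annotation, and the adjusted p-value asks whether the count is larger than expected for a random draw from all annotated genes. A broad pathway term with many members can therefore have a high gene ratio without a small adjusted p-value. The lists behind the panels came from the authors' DESeq2 test, and the text does not give their sizes. In the re-analysis, limma on the FPKM scale called 1146 higher and 802 lower genes in B6 and 2 higher and 3 lower genes in SLE123. These counts do not describe the panels. The enrichment itself was not computed here.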

# Supplemental 3

## GO Analysis

### A Downregulated B6 CD4 T cells

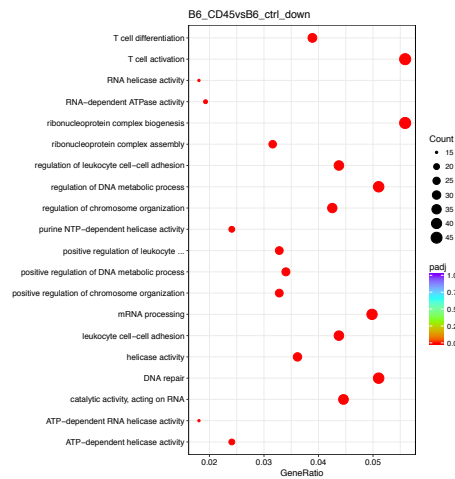

### B Upregulated B6 CD4 T cells

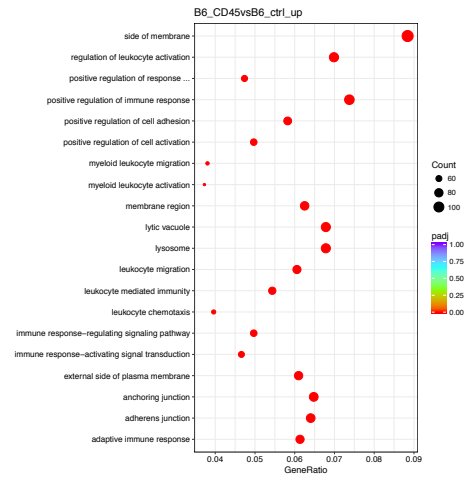

### C Downregulated SLE123 CD4 T cells

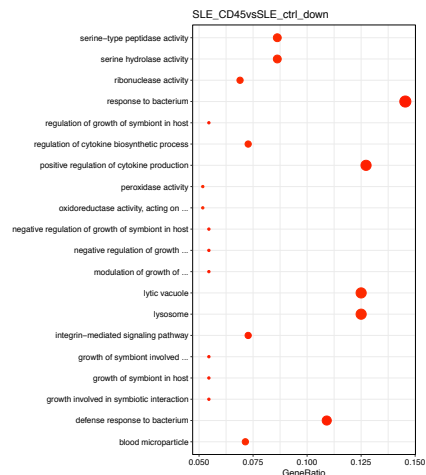

### D Upregulated SLE123 CD4 T cells

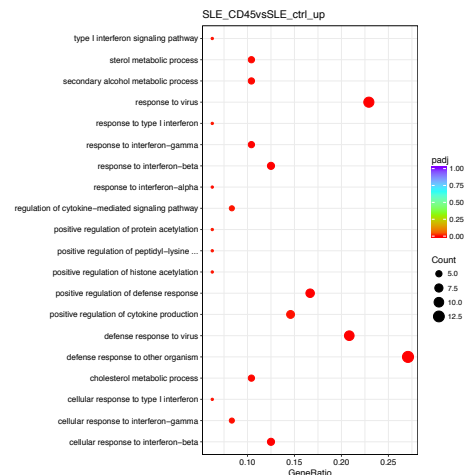

**Supplemental Figure 3. GO analysis of genes identified in RNA sequencing of purified CD4 T cells from SLE123 and B6 mice treated with anti-CD45RB.** A-D. GO pathways identified by analysis of RNA sequencing data. The size of the dot for each term indicates the count of genes found, while the x-axis indicates its gene ratio. The color represents the adjusted p-value.

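GO terms group genes by biological process, molecular function or cellular component, and the terms overlap because each gene carries the annotations of all parent terms of its own. Dots of related terms are therefore not independent of each other. The lists that enter the 4 panels are split by strain and by the direction of the change after anti-CD45RB, as for the KEGG pathways.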

Supplemental 4

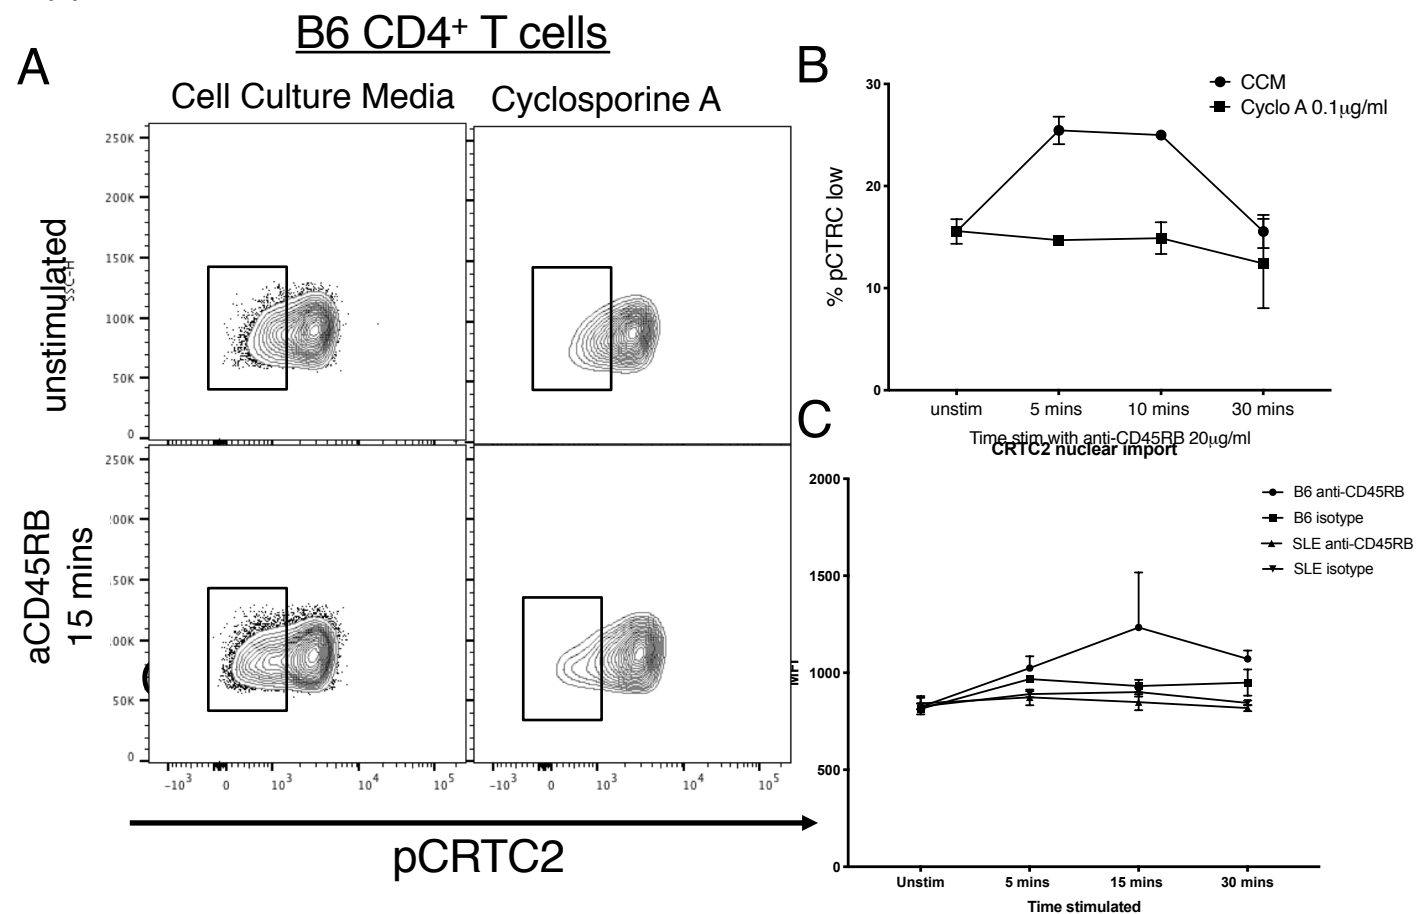

**Supplemental Figure 4. aCD45RB induces dephosphorylation and nuclear import of CRTC2.** A) CD4<sup>+</sup> T cells from B6 mice were incubated with aCD45RB in culture media or in the presence of calcineurin inhibitor cyclosporine A. B6 CD4<sup>+</sup> T cells demonstrated a decrease in phosphorylation when incubated with aCD45RB for 15mins (bottom left panel) as compared to unstimulated (top left panel), indicating aCD45RB drove dephosphorylation of CRTC2. Incubation of CD4<sup>+</sup> T cells with cyclosporine A before aCD45RB prevented dephosphorylation (left panel). B) This graph shows the percentage of cells that had reduced phosphorylation of CRTC2 after aCD45RB. Dephosphorylation peaks and then declines by 30 mins. Those cells preincubated with cyclosporine A demonstrated little CRTC2 dephosphorylation. C) CRTC2 nuclear import was only observed in B6 CD4<sup>+</sup> T cells treated with aCD45RB. Shown here is the kinetics of nuclear import. CRTC2 nuclear import peaks around 15 mins, following peak dephosphorylation of CRTC2. B6 isotype control treated and SLE123 CD4<sup>+</sup> T cells, regardless of treatment, demonstrated little nuclear import of CRTC2 as measured by isolated nuclei via flow cytometry. n=3 9-12 week old female mice per experiment.

## Supplemental 5

A

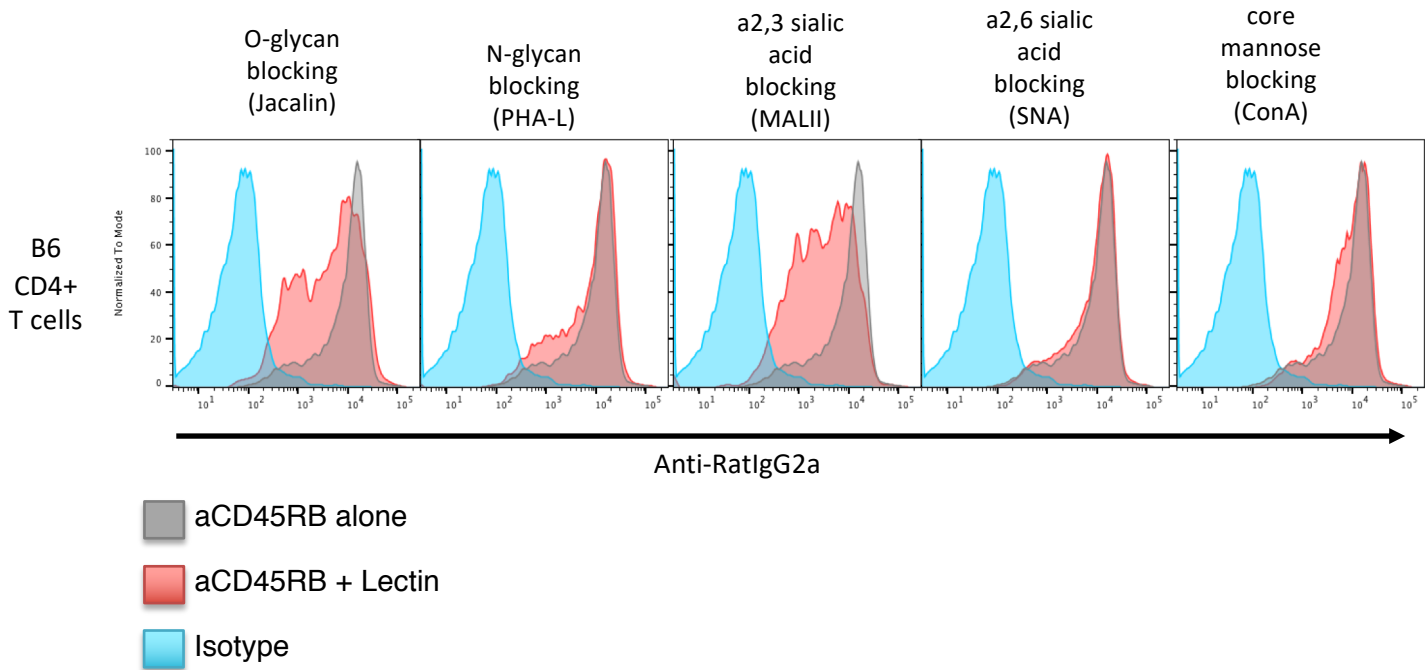

**Supplemental Figure 5. Lectins that block O-glycosylation (Jacalin) and a2,3-linked sialic acid moieties (MALII) prevent aCD45RB binding. A)** To determine what glycosylation patterns are important for aCD45RB binding to CD4<sup>+</sup> T cells, we incubated splenocytes with the lectins indicated above. aCD45RB or isotype followed by an anti-RatIgG2a conjugated to PE was added for detection of binding. Lectins that target O-glycosylation (Jacalin) and a2,3-linked sialic acids (MALII) inhibit aCD45RB binding the most. Representative data from 3 experimental repeats. Carried out on 9-12 week old female B6 mice.

How the deposited data were processed for this re-analysis (not part of the article)

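RNA-Seq was carried out on purified CD4+ T cells of 12 female mice, with 3 mice in each of 4 groups: B6 treated with anti-CD45RB, B6 untreated, SLE123 treated with anti-CD45RB and SLE123 untreated. Each mouse gave 1 library, and each library was assigned to its group from its title. The methods also state that the cells were sorted into CD25+ and CD25- cells, and the titles name no such fraction. The title also holds a replicate number, and these numbers are where the pairing of mice used in the blocked fits comes from.

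The authors deposited FPKM values for each Ensembl gene and library, in which the fragments of a gene are scaled to the length of its transcript and to a total for the library. The totals, recovered as below, nearly equalled the fragments on the listed genes, with 13563594 against 13563403 in treated B6 replicate 1. They thus count fragments on genes and not all mapped fragments. The methods state that base calling was done with CASAVA, that reads with adaptors or of low quality were removed, and that the remaining reads were mapped to a reference genome. The text does not name the genome build, the annotation, the aligner or the counting program. The authors checked replicates with a Pearson cutoff of 0.92, tested pairs of conditions with DESeq2 and tested pathways with clusterProfiler. DESeq2 was not run. The test fixed before the data were examined was limma on the FPKM scale, and the fragments recovered from the FPKM values were used with limma's voom method as an alternative.

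The table holds 35275 genes, of which 34490 have an identifier in GENCODE release M21 (GRCm38), which gave symbols, gene types and coordinates. The values of each gene were whole multiples of the value of 1 fragment, for 100% of the 23230 genes above 0, and the number of fragments per gene and the total per library were recovered from these ratios. Totals were 13563594 to 23642949 fragments with a median of 16828670. The smallest value that 3 fragments give on a transcript of 2000 bases was between 0.0634 and 0.111 FPKM in the 12 libraries. This precision covers counting error only, since reads without molecular identifiers are not independent molecules.

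FPKM values were transformed as log2(FPKM + 1). The 13115 genes with a mean of at least 0.5 FPKM over the 12 mice were tested with limma (lmFit, then eBayes with a trend), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Treated and untreated mice were compared within each strain on the 6 mice concerned, as were the untreated mice of the strains. The strain-by-treatment interaction was fitted on all 12 mice as the treatment effect in SLE123 minus that in B6. The fit was tested on simulated data with 200 changed genes and the spread of each strain, and called 0 genes with the spread of B6 and 1 with that of SLE123 when no gene was changed.

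The 60 genes of Supplemental Figure 1B, the 13 protein-coding genes of the mitochondrial chromosome and 15 sets of marker genes were scored as the mean of log2(FPKM + 1) over their genes in each mouse. Scores were compared by two-sided exact permutation tests. With 3 mice against 3, the smallest p-value possible is 0.1. For the difference between the strains, treatment was permuted within each strain (400 relabelings, smallest p-value 0.005). The list was also compared with 10000 random lists drawn from 20 bins of mean expression. Further marker sets for liver, plasma cells, basophils, eosinophils, exocrine pancreas and islets were chosen after the values were seen. Principal components were computed on centred, unscaled log2(FPKM + 1). Transcripts were searched for near-identical nuclear copies of mitochondrial genes with BLAST+ at 98% identity or more.

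Genes are named by a rule: each gene of Supplemental Figure 1B and each other transcript that the paper names, the 5 genes with the largest rise and the 5 with the largest fall in each strain among those called without overlap between the groups, and the 3 genes with the smallest adjusted p-value for the interaction. Predicted genes without a name, and immunoglobulin and T cell receptor segments, were left out of that rule. Pgm1, which carried the symbol Pgm2 in earlier nomenclature, and the other mitochondrial genes were added for comparison.

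The alternatives were a pseudocount of 0.1, a filter at 1 FPKM, no filter, rescaling to TPM, centring on the median log-ratio, quantile normalization, eBayes without a trend or with a robust fit, voom on recovered fragments, a log2 fold change of at least 1, all 12 mice in one fit, the replicate number as a block, and each mouse left out in turn. For principal components they were genes scaled to unit variance, no filter, FPKM without a log and the 500 most variable genes. These, the limma and permutation tests above, the 15 marker sets and the rule for naming genes were fixed before the data were examined. The tests on T cell markers, immunoglobulin and liver transcripts, basophil genes, nuclear copies and gene length, the relabelings that keep the B6 labels, and the use of the fit of all 12 mice to weigh the spread were chosen after the results were seen. A rescaling of FPKM to the fragments outside immunoglobulin genes was chosen after the immunoglobulin values were seen.

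The KEGG and GO enrichments were not recomputed, and the promoters of the metabolic genes were not searched for binding motifs. Flow cytometry, metabolomics and imaging data were not used here. The programs were R 4.3.3 with limma 3.58.1, Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and BLAST+ 2.17.0.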

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

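The tests on relabelings that keep the B6 labels, on T cell markers, on immunoglobulin fragments and on the liver transcripts were chosen only after the results were seen.

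The effect of anti-CD45RB differed between the strains for 478 genes by the strain-by-treatment interaction, a difference between groups that was tested as such. The change was lower in SLE123 than in B6 for 312 of them. When treatment was reassigned within strains in ways that part as many same-numbered mice, 1 of 32 relabelings, the real one, gave as many genes, and the largest of the others gave 425. Of these others, the 7 that keep the B6 labels gave 68 to 425 genes and the 24 that change them at most 4, so the count rests mainly on the effect in B6 and says little about the response of SLE123. The other 68 of the 100 relabelings drawn part fewer same-numbered mice and gave at most 277. In B6, 1 of the 4 splits that part both same-numbered pairs, the real one, gave as many as 1948 genes, and each other split gave 0. In SLE123, 1 of the 4 splits of this kind gave as many as 5 genes, and the others gave at most 1. The 6 other splits of each strain gave 0 genes in B6 and at most 1 in SLE123, so the real grouping gave the most in each strain. With 10 splits of 3 mice against 3, and 4 of this kind, the share could not fall under 0.05. A larger spread between SLE123 mice was weighed by using one spread for all 12 mice, a fit set before the data were examined and turned to this question after the counts were seen. The number of genes called in SLE123 was then 53, against 815 in B6. However, this fit gave 2739 genes in SLE123 and 2768 in B6 at an unadjusted p-value under 0.05. The spread thus did not account for all of the difference in adjusted calls, but little difference was left at the unadjusted threshold. A shared spread favours calls in SLE123, as the median residual SD was 0.145 in SLE123 and 0.087 in B6. Separate fits gave 1369 genes in SLE123 and 4238 in B6 at the unadjusted threshold. The near-equal counts of the shared fit are thus no evidence of equal responses. Without the treated SLE123 mouse whose library held liver transcripts, 272 genes were called, 251 of them among the 478.

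RNA from other cell types was weighed on the genes called higher in B6, with the marker genes themselves left out (1119 genes). Within groups of mice, their median correlation with the mean of the markers of other cell types was 0.118, against -0.017 for random lists matched on expression, and 0 of 10000 random lists reached it (p = 0.0001, the smallest value these draws can give). The rise of these genes may therefore come in part from other cells in the preparations. For the 3 genes lower in SLE123 the correlation was 0.196, which was not separated from random lists (p = 0.173). The genes called for the interaction were not tested in this way, so a change in the share of other cells was not excluded for them. A difference between the T cells of the strains remains a hypothesis.

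The treatment effect on the 60 metabolic genes differed between strains by 0.392 on the log2 scale (exact permutation of treatment within strains, p = 0.02), also a difference between groups that was tested as such. The list was chosen by the authors because it fell in these B6 mice, which favours a higher change in SLE123, so this test is not independent of that choice. Dilution of T cell RNA was weighed by subtracting the mean of the T cell markers in each mouse. The list then differed by -0.132 in B6 (two-sided exact permutation test, p = 0.1, the smallest possible), against -0.285 before, and the groups still did not overlap. Dilution may thus account for part of the fall in B6. Not all T cell genes fell there: the naive T cell set differed by 0.063 (two-sided exact permutation test, p = 0.3) and Cd3d by 0.012 (adjusted p = 0.87 by limma). The treatment effect on the T cell markers also differed between strains, by 0.261 (exact permutation of treatment within strains, p = 0.035, adjusted p = 0.0875 over the marker sets). Part of the 0.392 may thus be shared with these markers. The subtraction was made in B6 only, so how much of the 0.392 is specific to the list was not settled. Immunoglobulin transcripts that take fragments from other genes were weighed by rescaling FPKM to the fragments outside immunoglobulin genes. In SLE123 the list differed by 0.055 after that, against 0.107 before, so a part of the rise followed the immunoglobulin share and the sign did not change. After the same rescaling the difference between strains was 0.338 (exact permutation, p = 0.03), and over the alternatives the p-values of this test were between 0.005 and 0.03.

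Markers of 5 other cell types rose after anti-CD45RB in B6 and fell in SLE123, and these differences between groups were tested by permuting treatment within strains. The differences between the treatment effects on the log2 scale were -1.832 for B cells, -1.791 for erythroid cells, -1.779 for megakaryocytes or platelets and -1.342 for monocytes, macrophages or dendritic cells, each with an exact permutation p-value of 0.005, the smallest possible, and an adjusted p-value of 0.0188 over 15 sets. For neutrophils the difference was -1.51 (exact permutation, p = 0.015, adjusted p = 0.045). In B6 each of the 5 sets was higher in 3 of 3 treated mice than in every untreated mouse, and in SLE123 each was lower in 3 of 3 treated mice except the neutrophil set, whose groups overlapped. The signs held with FPKM rescaled to TPM, centred on the median log-ratio, quantile normalized or rescaled without immunoglobulin genes. Over both strains, 20 of 30 comparisons of marker sets had no overlap, where chance gives 3. Genes called higher in B6 followed these markers within groups (0.118), so RNA of other cells in the purified populations is a candidate source. Whether the share of these cells changed in the animals or in the purification was not tested.

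Immunoglobulin transcripts, which the paper does not analyse, took 8.02% of the fragments in untreated SLE123 mice (SD 3.75, n = 3) and 4.38% in treated SLE123 mice (SD 1.62, n = 3), above the 0.11% in untreated B6 mice. In treated B6 mice they took 0.22%. The lowest SLE123 mouse had 2.51% and the highest B6 mouse 0.34%. Because FPKM is a share of all fragments, such transcripts could lower the values of all other genes. After rescaling to the fragments outside immunoglobulin genes, 5433 genes differed between untreated strains, against 5621 before, so this did not account for the number of genes that differ. The 6 B6 libraries and 1 of the 6 SLE123 libraries also held liver transcripts, and among these 7 the SLE123 library had 2.51% against 0.09% to 0.34% in B6. Among the libraries with liver transcripts, the SLE123 library thus also lay above those of B6, but this rests on 1 SLE123 mouse. The other treated SLE123 mice had 5.25% and 5.38%. A set of 9 plasma cell genes, chosen after the values were seen, was higher by 3.83 in untreated SLE123 than in untreated B6 mice (two-sided exact permutation test, p = 0.1, n = 3 per group). Total fragments were similar in the groups, with medians of 16132277 in untreated B6 and 18689169 in untreated SLE123 mice.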

How the results depend on the processing

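The rescaling without immunoglobulin genes was chosen after the immunoglobulin values were seen, and the other alternatives were planned. For each change given below, the cause was not tested.

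In B6, the number of genes called was 1948, and it was 1134 with no filter, 180 with a log2 fold change of at least 1, 815 with all 12 mice in one fit, and 675 to 1393 across the 6 fits that each left out one mouse. It was between 1644 and 2717 under the other alternatives except the replicate block. Quantile normalization called 996 higher and 1051 lower genes, against 1146 and 802. In SLE123, 5 genes were called, and 21 after rescaling to TPM, 3 with voom, 53 with all 12 mice in one fit and 1 to 7 when one mouse was left out. Between untreated strains, 5621 genes were called, 1521 of them with a log2 fold change of at least 1, and 3672 to 6469 when one mouse was left out. There the direction depended on the scaling: 2990 higher and 2631 lower genes became 1914 and 5974 with TPM, 2360 and 4570 with quantile normalization, and 3664 and 1769 without immunoglobulin genes. The median log2 fold change of all genes shifted to -0.38 with TPM and to -0.16 with quantile normalization there, to 0.22 with TPM in SLE123, and to 0.23 with TPM for the interaction.

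For the interaction, 478 genes were called, and 201 with a difference of at least 1, and 205 to 2917 when one mouse was left out, the highest without untreated SLE123 replicate 1. The fits gave 166 genes with a higher and 312 with a lower change in SLE123, and 92 and 356 with median centring, and 96 and 322 without immunoglobulin genes. Without untreated SLE123 replicate 1 they gave 1981 with a higher and 936 with a lower change, so which direction was more frequent changed when that mouse was left out.

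With the replicate number as a block, 0 genes were called in B6 (2466 at an unadjusted p-value under 0.05), 4 in SLE123 and 34 for the interaction. Same-numbered mice had correlations of -0.117 in B6 and 0.081 in SLE123, against 0.034 and -0.042 for mice with different numbers. In B6 only the numbers 3 and 5 are shared by both groups, so that fit uses fewer mice.

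The metabolic list kept its sign in both strains and for the interaction under every alternative tried, with -0.31 to -0.27 in B6, 0.055 to 0.30 in SLE123 and 0.34 to 0.61 for the interaction. Among the 60 genes, the number called in B6 over all genes was 46, and it was 17 with no filter, 58 with voom, 15 with all 12 mice in one fit and 10 to 33 when one mouse was left out. The 13 mitochondrially encoded genes stayed lower in B6. In SLE123 their difference of -0.016 reversed to 0.15 with TPM and 0.094 with quantile normalization, and lay between -0.14 and 0.13 when one mouse was left out. The number of marker sets without overlap was 20, and 19 with a pseudocount of 0.1 and 21 with quantile normalization.

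The share of variance on the first principal component was 81.5%, and it was 47.9% with genes scaled to unit variance, 79.2% with no filter, 98.95% without a log, 91.1% with the 500 most variable genes, and 80.6% to 83.2% when one mouse was left out.

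For mt-Nd3, B6 anti-CD45RB versus untreated, the log2 fold change reversed from 0.13 to -0.20 with the replicate block and lay between -0.091 and 0.30 when one mouse was left out. For mt-Nd4l, B6 anti-CD45RB versus untreated, it was -0.07 and lay between -0.27 and 0.16 when one mouse was left out. Over 84 results for named genes, the alternatives other than leaving out a mouse gave 1005 values, of which 825 kept their direction and side of the threshold, 157 were weaker, 22 stronger and 1 reversed. Leaving out a mouse gave 522 values, of which 331 were the same, 183 weaker, 5 stronger and 3 reversed. The search for CRE motifs in promoters and its alternatives were not run. Depth limits genes near the floor of 0.0634 to 0.111 FPKM, where fold changes on the log2(FPKM + 1) scale are understated.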

Differences from the paper's values

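In SLE123, 5 genes lay past the line for an adjusted p-value of 0.05, against about 100 in Figure 3A, read by eye from overlapping points. None of the alternatives set before the data were examined reached the paper's number: the closest were all 12 mice in one fit with 53 genes and rescaling to TPM with 21.

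The paper lists 60 genes as lower in B6 after anti-CD45RB (Supplemental Figure 1B). One of them, Pgm2, was higher, with a log2 fold change of 0.06 (adjusted p = 0.432 by limma), and its sign and call were the same under every alternative tried. Pgm1, which carried the symbol Pgm2 in earlier nomenclature, was lower, with a log2 fold change of -0.31 (adjusted p = 0.023). With adjustment over all genes, 46 of the 60 were called. Those lower but not called were Pigm, Man2a1, Mgat4a, Pik3c2a, Aoc2, Mthfd2, Sgsh, St3gal1, Gart, Pfas, Tk2, Aldh6a1 and Mccc1. With voom on recovered fragments, 58 were called, that is, each of the listed genes except St3gal1 and Pgm2. Some of these genes were also called with other settings set before the data were examined: Pik3c2a, Aoc2, Mthfd2, Sgsh and Aldh6a1 with a robust fit, Aldh6a1 and Mccc1 with a filter at 1 FPKM, Gart and Mccc1 with quantile normalization, and Mccc1 with eBayes without a trend. With one B6 mouse left out, Mgat4a, Aoc2, Tk2, Aldh6a1 (without untreated replicate 5) and Gart (without treated replicate 3) were called. With adjustment over the list alone, 59 were called.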

Other observations

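The tests on liver transcripts, basophil genes, the genes called in SLE123 without 1 library, nuclear copies and gene length were chosen only after the results were seen.

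Liver transcripts were found in 7 of the 12 libraries, the 6 of B6 and replicate 1 of treated SLE123, at 99.4 to 118.9 per 1000000 fragments over 19 liver genes, against at most 7.49 in the other 5. If liver RNA came with each mouse's cells, its amount would vary between mice as that of other cell types does. It varied by 5.7%, against 2.3% from counting error and 58.2% to 110.7% for the markers of B cells, platelets, erythroid cells and neutrophils. The latter values include the differences between treatments and strains. Within the 3 treated and the 3 untreated B6 libraries, liver fragments varied by 9.1% and 3.5%, against 14.0% and 8.8% for B cell markers, the least variable of the others. As 3 libraries give an imprecise value, liver RNA in the cell preparations was not excluded. Y-linked coding genes, which female mice lack, had 22 fragments in the 7 libraries and 0 in the other 5, with 2 to 5 in each of the 7 (Fisher's exact test, p = 2.35e-06). That test treats fragments as independent and covers counting error only. A candidate explanation is carry-over from a male liver library handled together with those 7. If so, the treatment effect in B6 lies within one batch, as all B6 libraries are among the 7. The other batch would then hold SLE123 mice only.

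Without treated SLE123 replicate 1, 2 of the 5 genes called in SLE123 were still called. As leaving out any mouse also lowers the count in most fits, this could not separate the batch from the loss of a mouse.

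Prss34 and Mcpt8 are basophil genes and changed in opposite directions in the strains. The 6 other basophil genes tested had a difference of 0.854 in B6 and of -0.289 in SLE123, and the effects differed by -1.143 (exact permutation of treatment within strains, p = 0.005, the smallest possible). RNA from basophils in the preparations is thus a candidate source of the change of these genes, which was found and tested on the same mice.

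If the genes that differ between untreated strains lay mainly in the introgressed regions, they would be more frequent on chromosomes 1, 4 and 7. The share called there was 41.3%, against 43.2% elsewhere (Fisher's exact test, odds ratio 0.924, p = 0.0834). For genes with a log2 fold change of at least 2, the odds ratio was 0.657 (Fisher's exact test, p = 0.00152), also towards fewer genes on these chromosomes. The whole chromosomes were used, since the limits of the regions are not in the annotation. Of the splits of the 6 untreated mice that part the same-numbered pair, 1 of 6, the real one, gave as many called genes, and the other splits gave 0.

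The FPKM of mt-Co2, mt-Co3, mt-Atp6, mt-Atp8, mt-Nd3 and mt-Nd4l was at most 20.65 on average, against 388 or more for the other 7 mitochondrial genes. Nuclear copies at 98% identity or more cover most of the length of 5 of the 6 low genes and of 1 of the other 7 (Fisher's exact test, p = 0.0291). The low genes are also shorter, with a median of 514.5 bases against 1144 (two-sided exact permutation test of log2 length, p = 0.00699). Length alone does not account for mt-Co2, mt-Co3 and mt-Atp6, which are 99.6% to 99.9% covered and have 681 to 784 bases, since mt-Nd6 has 519 bases, no such copy and 484 FPKM. For mt-Nd3 and mt-Nd4l either may explain the low values. An annotated copy covers only 21.1% of mt-Atp8. Only annotated transcripts were searched, and the copies of its neighbours mt-Atp6 and mt-Co2 lie close together on chromosome 1. A copy of mt-Atp8 between them was thus not excluded, and the cause of its low value was not settled.

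Crtc2 had a log2 fold change of 0.25 in B6 (standard error 0.037, adjusted p = 0.00829 by limma) and of -0.002 in SLE123 (standard error 0.077, adjusted p = 0.993), and the interaction was not called (adjusted p = 0.0982). Creb1, Atf1 and Crem were not called in either strain, with adjusted p-values by limma of 0.103, 0.732 and 0.765 in B6. Slc2a1, which encodes Glut1, had a log2 fold change of -0.13 in B6 (standard error 0.044, adjusted p = 0.0873). Ptprc, which encodes CD45, had a log2 fold change of -0.17 in B6 (standard error 0.047, adjusted p = 0.0515). The mean of 6 Treg markers was higher by 0.25 in both strains (two-sided exact permutation test, p = 0.2 in B6 and p = 0.1 in SLE123). Type I interferon response genes rose by 0.495 in B6 and 0.513 in SLE123, and cholesterol synthesis genes by 0.68 and 0.525, each without overlap (two-sided exact permutation test, p = 0.1, n = 3 per group).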
